# MicroRNA-31 Reduces the Motility of Proinflammatory T Helper 1 Lymphocytes

**DOI:** 10.3389/fimmu.2018.02813

**Published:** 2018-12-06

**Authors:** Markus Bardua, Claudia Haftmann, Pawel Durek, Kerstin Westendorf, Antje Buttgereit, Cam Loan Tran, Mairi McGrath, Melanie Weber, Katrin Lehmann, Richard Kwasi Addo, Gitta Anne Heinz, Anna-Barbara Stittrich, Patrick Maschmeyer, Helena Radbruch, Michael Lohoff, Hyun-Dong Chang, Andreas Radbruch, Mir-Farzin Mashreghi

**Keywords:** CD4, miR-31, miRNA, target identification, T cell migration, Th1 cells, regulatory networks, antagomirs

## Abstract

Proinflammatory type 1 T helper (Th1) cells are enriched in inflamed tissues and contribute to the maintenance of chronic inflammation in rheumatic diseases. Here we show that the microRNA- (miR-) 31 is upregulated in murine Th1 cells with a history of repeated reactivation and in memory Th cells isolated from the synovial fluid of patients with rheumatic joint disease. Knock-down of miR-31 resulted in the upregulation of genes associated with cytoskeletal rearrangement and motility and induced the expression of target genes involved in T cell activation, chemokine receptor– and integrin-signaling. Accordingly, inhibition of miR-31 resulted in increased migratory activity of repeatedly activated Th1 cells. The transcription factors T-bet and FOXO1 act as positive and negative regulators of T cell receptor (TCR)–mediated miR-31 expression, respectively. Taken together, our data show that a gene regulatory network involving miR-31, T-bet, and FOXO1 controls the migratory behavior of proinflammatory Th1 cells.

## Introduction

Chronic synovial inflammation in rheumatoid arthritis (RA) is dependent on the migration and retention of T cells (1). Proinflammatory type 1 Th (Th1) cells are particularly enriched in the inflamed joints of patients with RA (2, 3). These cells express the transcription factor TWIST1, a hallmark of Th1 cells which have undergone repeated rounds of reactivation (4). TWIST1 limits inflammation (4) and, at the same time, promotes the survival of Th1 cells in inflamed tissues by up-regulating the microRNA (miR)-148a which targets the pro-apoptotic protein Bim (5, 6). This is in accordance with the observation that T cells isolated from inflamed joints are resistant to apoptosis (7) and persist in inflamed tissues despite state-of-the-art immunosuppressive therapies (4).

While trafficking of proinflammatory Th1 cells to sites of inflammation is well-characterized [reviewed in Mellado et al. (1)], the molecular mechanisms mediating their retention within inflamed tissues remain unclear. For CD4^+^ T cells, this retention has been associated with chemokine receptor-, integrin-, and T cell receptor (TCR)-signaling that affect cell adhesion and motility (8–10). Generally, cell motility depends on the rearrangement of the actin cytoskeleton. In T cells, this is mediated by a crosstalk of several signal transduction cascades including the phosphoinositide 3-kinase- (PI3K) signaling pathway activated via TCR and G-protein-coupled receptors (GPCRs), integrin signaling and the Ras homolog gene family- (Rho-) GTPases (11). It has been shown, that microRNAs interfering with these pathways are able to modulate the motility of lymphocytes (12–14). Thus, microRNAs might contribute to the persistence of proinflammatory Th1 cells in the inflamed tissues, by moderately and coordinately suppressing several genes involved in these signal transduction pathways (15).

Here we have identified the microRNA-31 (miR-31) as regulator of migration in Th1 cells *in vitro*. MiR-31 is selectively and highly expressed in repeatedly activated murine Th1 cells and effector memory Th cells isolated from the synovial fluid of patients suffering from RA. MiR-31 targets a set of genes interfering with PI3K-, Rho-GTPase-, and integrin-signaling. Repeatedly activated Th1 cells expressing high levels of miR-31 showed significantly reduced migration toward CXCL10 compared to Th1 cells activated only once and expressing low amounts of miR-31. Migration of repeatedly activated Th1 cells could be restored by miR-31 inhibition using antagomirs. Expression of miR-31 was dependent on TCR activation, interferon (IFN-) γ and the Th1 master transcription factor T-bet. In contrast, the transcription factor Forkhead box protein O1 (FOXO1) inhibited miR-31 expression directly or by repressing T-bet and IFN-γ.

Thus, miR-31 controls the motility of proinflammatory Th1 cells *in vitro*. The same mechanism might also contribute to the retention of inflamed tissue resident Th cells expressing high levels of miR-31, as observed in RA.

## Materials and Methods

### Mice

C57BL/6, BALB/c, OTII, and *Tbx21*^−/−^ mice were purchased from Charles Rivers and/or bred and kept under specific pathogen-free conditions at the internal animal facility of the DRFZ. Mice were treated conformable to law and euthanized by cervical dislocation. All experiments were approved by the federal state institution “Landesamt für Gesundheit und Soziales” (T0192/10) in Berlin, Germany.

### Cell Culture

CD4^+^CD62L^hi^ (naïve) or CD4^+^ lymphocytes from spleens and lymph nodes of 6- to 10-weeks old mice were isolated and purified as described (16). In brief, CD4^+^ cells were labeled with αCD4-FITC (GK1.5, DRFZ) followed by Magnetic Cell Sorting (MACS) with αFITC microbeads (Miltenyi Biotec). Subsequent purification of CD4^+^CD62L^hi^ cells was achieved using αCD62L microbeads (Miltenyi Biotec). Unless stated otherwise, cells were cultured in “RPMI complete medium” (supplemented with 10% fetal calf serum (FCS), 100 units/ml penicillin, 0.1 mg/ml streptomycin and 10 μM β-mercaptoethanol). To generate Th1, Th2, and Th17 lineage, CD4^+^CD62L^hi^ cells from OTII mice were cultured (1:5) with irradiated (30 Gy), CD90.2 depleted splenocytes (as antigen presenting cells; APCs) in the presence of OVA_323−339_ (0.5 mM) in one of the following polarization media: RPMI complete medium supplemented with IL-12 (5 ng/ml, R&D Systems) and αIL-4 (10 μg/ml, 11B11) for Th1, IL-4 (100 ng/ml, culture supernatant of HEK293 cells transfected with murine IL-4 cDNA), αIFN-γ (10 μg/ml, XMG 1.2), and αIL-12 (10 μg/ml C17.8) for Th2 and TGF-β1 (1 ng/ml, R&D Systems), IL-6, IL-23 (20 ng/ml, R&D Systems), αIL-4, and αIFN-γ for Th17 differentiation (5). For the generation of repeatedly activated Th (rep) cells, viable cells were separated by density gradient centrifugation using Histopaque 1083 (Sigma Aldrich) and reactivated in corresponding polarization medium with freshly isolated APCs every 6 days for three times consecutively (5). For Th1 culture, IL-2 (10 ng/ml, R&D Systems) was added from the second stimulation on. Cells from C57BL/6, BALB/c and Tbx21 were cultured (1 × 10^6^ cells/ml) in Th1 polarization medium with IL-2 and activated with plate-bound αCD3 and αCD28 (3 μg/ml, BD). Unless stated otherwise, cells were removed from the stimulus 48 h post activation and transferred into new cell culture plates. TGF-β1 (5 ng/ml,) or IFN-γ (10 ng/ml, R&D Systems) was added where needed.

### Patient Material

T helper cells were isolated from the synovial fluid of patients suffering from RA or peripheral blood of healthy donors (HC) as described (5, 17). In brief, cells from RA patients were depleted for CD15^+^ cells using MACS. Afterwards, CD3^+^CD4^+^CD14^−^CD45RO^+^ cells were labeled and purified by Fluorescence Activated Cell Sorting (FACS). All gating strategies were performed according to the guidelines for the use of flow cytometry and cell sorting (18). Cells from the blood of HC were separated by density gradient centrifugation using LSM 1077, and purified by FACS as described above. If needed, cells were restimulated with PMA/Ionomycin for 3 h and/or lysed in TRIzol (Invitrogen). All human studies were approved by the Charité ethical committee and the informed consent of all participating subjects was obtained.

### Retroviral Transfection and Transduction of T Cells

Viral supernatant was obtained by calcium phosphate cotransfection of HEK293 cells with plasmids for ectopic expression of a constitutive active form of FOXO1 (pMIT-FOXO1A3) or the empty control (pMIT) (19) together with the retroviral packaging plasmids pCGP and the envelope plasmid pECO. Medium was replaced after 4 h with DMEM complete medium supplemented with HEPES (20 mM). Viral supernatant was collected 24 h−72 h later and stored at −80°C. For the transduction of CD4^+^ T cells from C57BL/6 mice, Th1 polarization medium was removed 36–40 h post activation and the viral supernatant supplemented with polybrene (8 μg/ml) was added followed by centrifugation for 1.5 h at 32°C and 1,800 rpm. After 1 h of incubation at 37°C and 5% CO_2_, viral supernatant was replaced with the former culture supernatant. Forty-eight hours post transduction, cells were labeled with αThy1.1-PE (OX-7, BioLegend) and enriched by MACS using αPE microbeads (Miltenyi Biotec) according to the manufacturer's recommendations. Enrichment efficiency was controlled by flow cytometry (Supplementary Figure 5).

### Inhibition of MiR-31 by Antagomir Treatment

Specific, highly modified, cholesterol-coupled antagomir oligonucleotides (custom synthesized by Dharmacon) (20) were purchased lyophilized and reconstituted as described (21). A miR-31 specific Antagomir-31 (5-mC(^*^)mA(^*^)mGmCmUmAmUmGmCmCmAmGmCmAmUmCmUmUmG(^*^)mC(^*^)mC(^*^)mU(^*^)-3-Chol) and an unspecific Antagomir-SCR control (5-mU(^*^)mC(^*^)mAmCmGmCmAmGmAmUmUmCmAmUmAmA(^*^)mC(^*^)mG(^*^)mU(^*^)-3-Chol) were used. Modifications: 2-O-methyl-ribonucleotides (mN), phosphorothioates in the backbone (^*^) and a cholesterol molecule (Chol) at the 3′end.

Repeatedly activated Th1 (Th1 rep) cells were treated (5 × 10^6^ cells/ml) in serum-free siRNA delivery medium (ACCELL, Dharmacon) containing Antagomir-31 or Antagomir-SCR (1 μM) for 1.5 h at 37°C and 5% CO_2_. Cell suspension was diluted (1:5) with Th1 polarization medium and reactivated with plate-bound αCD3 and αCD28 (3 μg/ml). Inhibition efficiency was assessed by qRT-PCR.

### Inhibition of *FOXO1* and *FOXO3* by siRNA Treatment

A pool of 8 ACCELL siRNAs specific for *Foxo1* and *Foxo3* (4 siRNAs each, Dharmacon) was used to decrease the expression of *Foxo1* and *Foxo3* mRNAs. Th1 rep cells (two rounds of restimulation) (1 × 10^7^ cells/ml) were treated with a mixture of this particular 8 siRNAs (0.25 μM each) or an unspecific siSCR control (2 μM) in serum free siRNA delivery medium (ACCELL, Dharmacon). After 2 h of incubation at 37°C and 5% CO_2_, cell suspension was diluted (1:1) with RPMI medium (final concentrations: 2.5% FCS, 10 μg/ml aIL-4, 5 ng/ml IL-12 and 10 ng/ml IL-2) and cells were activated with plate-bound αCD3 and αCD28 (3 μg/ml).

### Adhesion Assay

A high binding 96-well plate (Corning) was coated with ICAM-1 (R&D Systems) or IgG1 FC (R&D Systems) (10 μg/ml) for 2 h at 37°C. Non-specific binding was blocked with adhesion buffer (HBSS Ca^2+^ Mg^2+^ supplemented with 1% BSA) for 1 h at 37°C. Th1 rep cells were washed twice with PBS, resuspended in pre-warmed, equilibrated adhesion buffer (2 × 10^6^ cells/ml) and starved for 1 h at 37°C and 5% CO_2_. PMA (10 ng/ml), Ionomycin (1 μg/ml) and CXCL10 (100 ng/ml, Immunotools) were added 10 min before the cell suspension was transferred into the coated wells (50 μl/well). Forty-five minutes after incubation and adhesion at 37°C and 5% CO_2_, the plate was washed 4 times with 250 μl warm adhesion buffer using an ELX washer according to the manufacturers recommendations. Adherent cells were detached with ice cold PBS/BSA/EDTA and counted using a MACSQuant (Miltenyi Biotec).

### Transwell Migration Assay

T helper cells were starved in RPMI supplemented with 0.5% fatty acid free BSA (Sigma Aldrich) (migration medium, 4–8 × 10^6^ cells/ml) for 1 h at 37°C and 5% CO_2_. Fifty microliters of the cell suspension, containing 2–4 × 10^5^ cells were transferred onto an ICAM-1 (10 μg/ml) coated membrane (5 μm pore size) in the upper well of a transwell plate (Corning). For transmigration toward the lower well containing 200 μl migration medium supplemented with CXCL10 (100 nM), cells were incubated for 2 h at 37°C and 5% CO_2_. The number of transmigrated cells was assessed by a MACSQuant.

### RNA Isolation and qRT-PCR

Unless stated otherwise, all kits were used according to the manufacturer's recommendations. Total RNA was isolated using ZR RNA MiniPrep^TM^ kit (Zymo Research). Expression values of mature miR-31 (hsa-miR-31, ThermoFisher, assay ID 002279; mmu-miR-31, assay ID 000185) and U6 snRNAs (assay ID 001973) were assessed by qRT-PCR using TaqMan Assays following cDNA synthesis with MircoRNA Reverse Transcription kit. For analysis, expression values of miR-31 were normalized by the change-in-threshold method (2^−Δ*CT*^) to values of obtained from snU6.

Expression values of mRNAs were assessed by SYBR Green based qRT-PCR (Roche) using the following primer pairs: hypoxanthine guanine phosphoribosyltransferase (HPRT) forward 5′-TCCTCCTCAGACCGCTTTT-3′, HPRT reverse 5′-CATAACCTGGTTCATCATCGC-3′, Tbx21 forward 5′-TCCTGCAGTCTCTCCACAAGT-3′, Tbx21 reverse 5′-CAGCTGAGTGATCTCTGCGT-3′, FOXO1 forward 5′-CGGGCTGGAAGAATTCAATTC-3′, FOXO1 reverse, 5′-AGTTCCTTCATTCTGCACTCGAA-3′. Alternatively mRNA was quantified by qRT-PCR based TaqMan Assays (ThermoFisher) using the following assays: ABLIM1 Mm01254316_m1, CD28 Mm01253994_m1, CD69 Mm01183378_m1, CDC42 Mm01194005_g1, EIF4EBP2 Mm00515675_m1, FOXO1 Mm00490671_m1, FOXO3 Mm01185722_m1, HPRT Mm03024075_m1, INFG Mm01168134_m1, KLF2 Mm01244979_g1, LATS2 Mm00497217_m1, LPP Mm00724478_m1, PPP2R2A Mm01317426_g1, PPP3CA Mm01317678_m1, Pri-miR-31 Mm03306874, RAC1 Mm01201653_mH, RHOA Mm00834507_g1, SELL Mm00441291_m1, STK40 Mm00512134_m1, and YWHAE Mm00494242_m1.

In both cases, reverse transcription was performed using the Reverse Transcription kit (Applied Biosystems). For analysis, expression values were normalized by the change-in-threshold method (2^−Δ*CT*^) to values of obtained from *Hprt*.

### Intracellular Staining

Prior to intracellular transcription factor staining, dead cells were labeled with fixable viability dye aqua (Thermofisher). Cells were fixed and stained at room temperature using the FoxP3/Transcription Factor Staining kit (eBioscience) according to the manufacturer's recommendations with fixing and staining times of 1 h each. The following antibodies were used: T-Bet-PE (4B10, BioLegend) and FoxP3-eF450 (FJK-16s, eBioscience).

### Next Generation Sequencing and Determination of mRNA/miR-31 Binding Sites

RNA of Th1 cells after four rounds of restimulation was isolated using the RNeasy Micro kit (Qiagen) and cDNA libraries from a maximum of 100 ng total RNA were prepared using the Tru-Seq Standard Total RNA Library kit (Illumina) according to the manufacturer's recommendations. Quality control was performed with a bioanalyzer using the RNA 600 Pico Kit and RNA with a RIN > 8 was used for library preparation. Paired-end sequencing (2 × 75 nt) was performed on a NextSeq500 Illumina device using the NextSeq500/550 Mid output kit v2 (150 cycles). Raw sequence reads were mapped to mouse GRCm38/mm10 genome using TopHat2 (22) in very-sensitive settings for Bowtie2 (23). The total RNA-sequencing data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database, https://www.ncbi.nlm.nih.gov/geo (accession no. GSE122218).

A set of 421 conserved putative mir-31 target genes (PTs) was determined using TargetScanMouse 7.1 (24) (413 genes) and augmented by genes found in literature (8 genes) (Supplementary Table 1). To further delimitate the putative targets in Th1 cells the maximal ratio between the coverage of miR-31 binding regions in the 3′-UTR and the median coverage in exons were computed (also see **Figure 2A**). If multiple miR-31 bs within the 3′-UTR of one gene were present, the bs with the highest ratio was included.

### Determination of the miR-31 TSS and Promoter Analysis

The putative transcription start site (TSS) was determined by visual inspection of the RNA-Seq coverage of the genomic region upstream of the mmu-miR-31 stem loop locus (mirBase: chr4:88910557-88910662) and compared to published RNA-Seq data from CD8^+^ T cells (25) using IGV-Browser (26, 27). The respective promoter region was determined visually by the analysis of p300 (28), H3K4me3, and H3K27me3 (29) ChIP-seq data of murine Th1 cells using the Cistrome database (30). Putative binding sites for the transcription factors T-Bet, STAT1, STAT4, and FOXO1 within the promoter region were predicted by ECR Browser (31) based on TRANSFAC professional library V10.2 (32) with a matrix similarity of 0.75. Predicted sites were validated by the respective ChIP-Seq data using Cistrome database (30) for p300 (28), H3K4me3 and H3K27me3 (29), STAT1 (28), STAT4 (33), T-bet (34), and FOXO1 (35).

### Microarray Analysis After miR-31 Antagonism

Microarray experiments were performed according to Niesner et al. (4). In brief, Th1 rep cells were treated with Antagomir-31 or Antagomir-SCR and RNA was extracted 36, 48, and 72 h after antagomir treatment and the RNA quality were controlled as described above. Ten micrograms of the RNA were reverse transcribed and hybridized to Mouse 430_2 (Affymetrix). Raw signals were processed by the affy R package using RMA for normalization to quantify gene expression and MAS5 to determine the present and absent genes (37). Genes present in at least 50% of the Antagomir-31 or Antagomir-SCR treated samples at different time points were defined to be expressed and these genes were used for the follow-up analysis. The Affymetrix microarray data reported in this paper have been deposited in the GEO database, https://www.ncbi.nlm.nih.gov/geo (accession no. GSE122223).

Subramanian et al. (38), Mootha et al. (39) with PT and PT_50_ as gene sets were performed with parameters as shown in Supplementary Table 2d. The significance of higher enrichment of the PT_50_ over the PT set was evaluated by the Welch's test of nominal enrichment scores (NES)s from 1,000 independent GSEA's each using a randomly chosen subset of PT with sizes equal to the size of the PT_50_ set.

For the evaluation of the biological function of miR-31 a GSEA was performed based on KEGG pathways with the same parameters as before. The interaction network was build based on STRING v10.5 using *mus musculus* as host organism. Only validated interactions were included using “low confidence” for experimentally and “high confidence” for database based interactions. The resulting network was arranged and modified manually for interpretation using the Cytoscape application (36). Genes were added to complete TCR- (*Cd3d, Cd3e, Cd3g, Lcp2, Zap70, Nck1*, and *Nck2*) and GPCR- (*Cxcr3, Gnai1, Gnai2*, and *Gnai3*) signaling. Genes without interactions were removed.

### Statistics

Unless stated otherwise, the Mann–Whitney test for unpaired data was used with ^*^p ≤ 0.05, ^**^p ≤ 0.01, and ^***^p ≤ 0.001. Statistical analysis was performed with GraphPad Prism 5.02.

## Results

### MiR-31 Is Upregulated in Repeatedly Activated Th1 Cells and in Synovial Fluid Th Cells From Patients With Rheumatoid Arthritis

As miR-31 has been shown to be expressed in CD4^+^ (40) and CD8^+^ T cells upon TCR stimulation (25), we aimed to investigate miR-31 expression after repeated antigenic TCR stimulation of murine Th1- cells and in memory Th cells isolated from the inflamed tissue of RA patients. With the rational that Th cells involved in chronic inflammation have a history of repeated restimulation with persistent (auto-) antigens, we once (Th once) or repeatedly activated (Th rep) type 1 (Th1), type 2 (Th2), and type 17 (Th17) lymphocyte subsets (5) and analyzed the expression pattern of miR-31. MiR-31 was expressed in all investigated Th subsets, but was selectively upregulated (3.2-fold) in Th1 rep cells (Figure 1A). CD3^+^CD4^+^CD14^−^CD45RO^+^ memory Th cells isolated from the synovial fluid of patients with RA expressed 8.4-fold (*ex vivo*) and 4.9-fold (after restimulation with PMA/ionomycin) higher levels of miR-31 when compared to their counterparts isolated from the peripheral blood (PB) of healthy subjects (HC) (Figure 1B). Thus, miR-31 was similarly upregulated in inflamed tissue derived Th cells of RA patients and in murine Th1 rep cells, suggesting a comparable function of miR-31 in these cell types.

**Figure 1:**
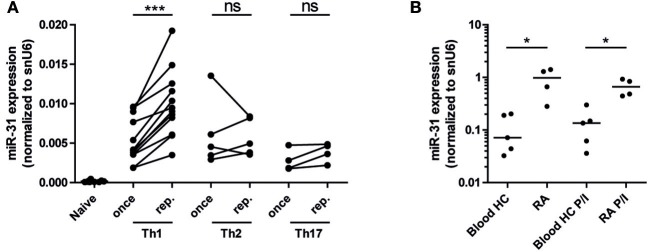
MiR-31 is upregulated in murine Th1 rep cells, and in memory Th cells from the synovial fluid of RA patients. **(A)** MiR-31 expression in once (day 6) and repeatedly (three rounds of restimulation with 6 day intervals) activated Th1, Th2, Th17, and *ex vivo* isolated naive CD4^+^ cells normalized to snU6 determined by qRT-PCR. Each data point represents an independent experiment (*n* = 12 [naive and Th1], 5 [Th2], 4 [Th17]) (Wilcoxon-Test for paired data, ^***^p ≤ 0.001). **(B)** MiR-31 expression normalized to snU6 in CD3^+^CD4^+^CD14^−^CD45RO^+^ T cells isolated from the synovial fluid of patients suffering from RA or blood from healthy control (HC) donors *ex vivo* or after 3 h of restimulation with PMA/ionomycin (P/I) (*n* = 5 RA; *n* = 4 HC) determined by qRT-PCR. Each data point represents an individual donor, horizontal bar: median (Mann-Whitney test for unpaired data, ^*^p ≤ 0.05).

### A Subset of Putative MiR-31 Target Genes Is Significantly Upregulated After MiR-31 Antagonism

Next, we aimed to identify putative miR-31 target genes in Th1 rep cells to investigate the regulatory impact of miR-31. We used TargetScanMouse7.1 (24) in combination with a literature screen to define a list of 421 putative targets (PTs) of miR-31, mainly based on phylogenetic conservation of miR-31 binding sites (bs) and on published targets (Supplementary Table 1). It has been described that activated and proliferating Th cells express mRNAs with shortened 3′ untranslated regions (3′-UTRs) resulting in fewer microRNA target sites (41). To analyze whether the defined PTs contain miR-31 bs within their 3′-UTR in the Th1 rep cells, we performed high throughput sequencing of total RNA (RNA-seq) from resting Th1 rep cells (Figure 2A) and determined the presence of the miR-31 bs in relation to the presence of the protein coding exons. A high ratio of miR-31 bs expression to the median exon expression of the respective transcript would indicate a high probability for miR-31 bs to be present. Of the 421 PTs, 282 were expressed in Th1 rep cells. One hundred thirty-four of them had a miR-31 bs to exon ratio > 0.9, 72 between 0.5 and 0.9, and 76 a ratio < 0.5. For 139 PTs no transcripts were detectable (Figure 2B). Hence, 206 PTs harbor at least one miR-31 bs in more than 50% of the expressed mRNA molecules (PT_50_) in Th1 rep cells (Figure 2B). To validate the predicted target genes of miR-31, we activated Th1 rep cells with anti-CD3- and anti-CD28-antibodies (αCD3/28), concurrently inhibiting miR-31 with a specific antagomir (Antagomir-31) (21). The expression levels of the putative miR-31 targets were quantified by global transcriptome analysis 36, 48, and 72 h following T cell activation and antagomir treatment. 

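RNA from murine Th1 rep cells that had received 1 µM of Antagomir-31, an antisense oligonucleotide against miR-31, or 1 µM of the control Antagomir-SCR was measured on 14 Affymetrix mouse arrays. Each treatment had 2 arrays at 36 h, 2 at 48 h and 3 at 72 h. The sources used here do not say that the replicates were separate cultures, so p-values measure only the spread between these samples, which may be technical. The authors normalized the arrays by RMA, and the deposited values are intensities on the linear scale for 45101 probe sets. The mean intensity per array was 232 to 235 at 36 h, 223 to 224 at 48 h and 266 to 267 at 72 h. These means and the quartiles are close within a time point and differ between time points. For this reason treatments were compared only within a time point, and levels at different times carry this limit. At 72 h the upper quartile and the median still separated the treatments. The upper quartile was 129.1 to 130.0 with Antagomir-31 and 131.4 to 133.2 with Antagomir-SCR. The median was 28.30 to 28.42 with Antagomir-31 and 27.92 to 28.25 with Antagomir-SCR. Correlations between arrays of one time point lay between 0.997 and 0.998, and the median SD of log2 intensity within a group lay between 0.046 and 0.060. The number of arrays limits the precision. The median standard error of a log2 fold change was 0.070 at 36 h and 48 h and 0.057 at 72 h. In total, 34958 probe sets were assigned to 1 gene symbol each, which gave 18194 genes, and 9012 of these had more than 1 probe set. A gene's value on an array was the highest of its probe sets, as in the parameters of Supplementary Table 2d. The brightest 59.4% of the genes were analysed, a share chosen because the ranks in the study's supplementary tables imply a list of that size. The present and absent calls of the study were not used here. Single genes were tested with limma in 1 fit of log2 intensities with 6 groups of treatment and time, and p was adjusted by Benjamini-Hochberg. Gene sets were tested by GSEA with 30000 permutations of genes on the log2 ratio of the group means, so that its p-values treat genes, not arrays, as the independent units. The PT genes were read from Supplementary Table 1, and 394 of them were found on the array. The PT_50_ genes were read from Supplementary Table 2a, which lists fewer than the 206 genes of the set. The running score in that table returns to 0 at the end of the list, so the table appears to hold every PT_50_ gene that the study ranked, and 172 of its genes were found on the array.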

MiR-31 expression was significantly reduced by 99% by Antagomir-31 treatment for a period of 72 h after reactivation when compared to Th1 rep cells treated with a control antagomir (Antagomir-SCR) (Figure 2C). 

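At 36 h and at 48 h, no gene differed between Antagomir-31 and Antagomir-SCR treated Th1 rep cells at an adjusted p under 0.05 in limma, while 580 and 643 genes had an unadjusted p under 0.05, where chance gives 541. Among the PT_50_ genes at 36 h, the smallest p belonged to Bicra, a subunit of a chromatin remodeling complex, with a log2 fold change of 0.36 (standard error 0.076, adjusted p = 0.23). At 48 h, Ppp3ca, the catalytic subunit of the phosphatase calcineurin, had a log2 fold change of 0.21 and the kinase gene Stk40 one of 0.24. Mtif3, a translation initiation factor of mitochondria, had -0.27 at 48 h (standard error 0.071), and the adjusted p was 0.57 for each of these 3 genes. Over all of PT, the smallest p at 48 h belonged to Gpr179, an orphan receptor gene, with 0.31 (standard error 0.074, adjusted p = 0.57). At 36 h, 145 of 289 PT genes (50.2%) and 88 of 168 PT_50_ genes (52.4%) had a higher mean intensity with Antagomir-31, against 50.6% of all genes in the ranked list. These shares at 48 h were 141 of 289 PT genes (48.8%) and 85 of 168 PT_50_ genes (50.6%), against 45.6% of all genes. By permutation of genes, the NES at 36 h was 0.94 for PT (p = 0.64) and 0.95 for PT_50_ (p = 0.58). At 48 h it was 1.29 for PT (p = 0.019, adjusted p = 0.057 over the 6 tests of both sets at 3 times) and 1.07 for PT_50_ (p = 0.29 by permutation). For PT at 48 h, tests that allow for correlation between genes gave p = 0.36 (camera with a preset correlation), 0.50 (with an estimated one) and 0.94 (fry), and its NES did not pass by permutation with a mean log2 of at least 6 (1.21, p = 0.081) or without the probe sets open to cross-hybridization (1.07, p = 0.24). Single arrays decided these values in the permutation test: at 48 h the NES of PT was -1.05 (p = 0.32) without Antagomir-31 replicate 1, 0.88 (p = 0.85) without Antagomir-SCR replicate 1 and 1.59 (p = 1.5e-04) without Antagomir-31 replicate 2, and that of PT_50_ passed without Antagomir-31 replicate 2 (1.45, p = 0.0050) or Antagomir-SCR replicate 2 (1.35, p = 0.026) and was negative without replicate 1 of Antagomir-31 (-0.98) or of Antagomir-SCR (-0.74). At 36 h both sets passed by permutation without Antagomir-31 replicate 2 (PT 1.27, p = 0.027, and PT_50_ 1.38, p = 0.016), and both were negative without Antagomir-31 replicate 1 (PT -1.22, PT_50_ -1.06), as was PT without Antagomir-SCR replicate 2 (-1.06).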

No significant enrichment of PT or PT_50_ was observed 36 and 48 h after miR-31 inhibition by gene set enrichment analysis (GSEA). However, after 72 h both PT and PT_50_ gene sets were significantly enriched compared to Antagomir-SCR treated controls (NES 1.25; *p* ≤ 0.017 for PT and NES 1.34; *p* ≤ 0.033 for PT_50_) (Figure 2D), showing even higher enrichments for the PT_50_ subset (*p* ≤ 0.001) (Figure 2E). 

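At 72 h, 3 of the 289 PT genes in the ranked list passed an adjusted p of 0.05 in limma, and the same 3 passed when adjusted over the list alone. Ehd1, which acts in the recycling of endocytosed membrane proteins, rose with Antagomir-31 by a log2 fold change of 0.24 (standard error 0.048, adjusted p = 0.037), from an intensity of 921 ± 20.4 (SD, n = 3) to 1088 ± 51.4 (SD, n = 3). Gad2, which encodes a glutamate decarboxylase, rose by 0.35 (adjusted p = 0.047). Bach2, a transcriptional repressor that restrains effector differentiation of T cells, fell from 133 ± 3.27 to 107 ± 3.11 (SD, n = 3 each), a log2 fold change of -0.32 (adjusted p = 0.022), and was the 1 PT_50_ gene that passed. Of 14 alternatives, the call held in 6 for Ehd1, 5 for Gad2 and 8 for Bach2, and 2 of the 4 probe sets of Ehd1 had the sign of its change. In all, 145 of the 289 PT genes (50.2%) had a higher mean with Antagomir-31, against 45.7% of all genes in the list. By permutation of genes, the NES was 1.32 for PT (p = 0.010, adjusted p = 0.057 over the 6 tests of both sets) and 1.26 for PT_50_ (p = 0.052, adjusted p = 0.10). Tests that allow for correlation between genes gave p = 0.18 for PT and 0.14 for PT_50_ with camera, and p = 0.70 and 0.58 with fry. Of 1000 random subsets of PT with the size of PT_50_, 49.1% had an NES at or above that of PT_50_, and the median NES of these subsets was 1.26 (middle 95% from 0.96 to 1.55). This share was 21% without Antagomir-31 replicate 2, 24.3% without Antagomir-SCR replicate 2, 72.9% without Antagomir-SCR replicate 3, 27% with the probe set of the highest mean, 25.6% when ranked by moderated t and 20.2% with quantile normalization. Without Antagomir-SCR replicate 3 the NES was 1.11 for PT (permutation p = 0.16) and 0.98 for PT_50_ (p = 0.52), and without Antagomir-31 replicate 3 that of PT was 1.20 (p = 0.052). Median centring (1.14, permutation p = 0.088) and leaving out the probe sets open to cross-hybridization (1.19, p = 0.055) also ended the call of PT. PT_50_ passed without Antagomir-31 replicate 2 (NES 1.41, permutation p = 0.0097) or Antagomir-SCR replicate 2 (1.36, p = 0.019), with quantile normalization (1.52, p = 0.0039), with the probe set of the highest mean (1.39, p = 0.014), when ranked by moderated t (1.33, p = 0.020) and with the unweighted running score, which counts every gene alike (1.87, p = 0.011).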

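No PT_50_ gene that was higher with Antagomir-31 at 72 h passed an adjusted p of 0.05 in limma. Ablim1, an actin-binding LIM protein, had an intensity of 463 ± 25.3 (SD, n = 3) with Antagomir-31 and 399 ± 8.94 (SD, n = 3) with Antagomir-SCR, a log2 fold change of 0.21 (standard error 0.051, adjusted p = 0.061), and passed in 3 of 14 alternatives (adjusted p from 0.021 to 0.20 over them), among them leaving out Antagomir-31 replicate 4 (adjusted p = 0.039). Rdx, which encodes radixin and links actin to the plasma membrane, had 0.18 (adjusted p = 0.11). Sema6d, a transmembrane semaphorin, had 0.32 (adjusted p = 0.10), Kremen1, a receptor that modulates Wnt signaling, had 0.27 (0.096), and Ncoa2, a coactivator of nuclear receptors, had 0.19 (0.073). Of the 168 PT_50_ genes in the ranked list, 85 (50.6%, exact 95% confidence interval 42.8 to 58.4%) had a higher mean with Antagomir-31. The share in the rest of the list was 45.6% (Fisher's exact test, two-sided p = 0.21). Ddx6, an RNA helicase of P-bodies, had a log2 fold change of -0.062 by the highest probe set per array and 0.48 on the highest of its 4 probe sets taken alone, of which 3 were positive. Lats2, a kinase of the Hippo pathway, had -0.015, with 2 of its 6 probe sets positive and a highest value of 0.22. These 2 probe sets were dim, with a mean log2 intensity of 3.0 (the highest value) and 4.4. The negative probe sets of Lats2 were also below a mean log2 of 6, at 3.8 to 5.8. Whether a change could be read there was not tested.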

Of note, 92 of 206 genes showed a positive correlation (rank metric score > 0) after miR-31 knock-down and thus were responsible for the higher enrichment score obtained for PT_50_ (Supplementary Table 2a). By using our novel miRNA target identification approach, which includes the gene expression pattern of the putative targets and the presence of miRNA bs within the their 3′UTRs in a specific cell type, we could increase the identification rate of genes which were affected by miRNA inhibition. Thus, the identified genes are most likely direct target genes of the analyzed miRNA, here miR-31.

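At 72 h, the PT_50_ genes and the other PT genes differed little in the direction of their change. In the rest of PT, which includes Ehd1 and Gad2, 61 of 123 genes (49.6%) had a higher mean with Antagomir-31, and the share was no different by Fisher's exact test from that of PT_50_, where Bach2 was the gene with the smallest p (two-sided p = 0.91). The median log2 ratio was 0.0037 in PT_50_ and -0.0041 in the rest of PT (permutation test over genes, two-sided p = 0.81, adjusted p = 0.81 over 3 times). By the same permutation test, the differences had p = 0.44 at 36 h and p = 0.37 at 48 h (adjusted p = 0.65 for both). The rest of PT taken as a set of its own had an NES of -1.16 at 36 h, 1.32 at 48 h and 1.14 at 72 h (permutation p = 0.16, 0.044 and 0.18). Genes are not independent replicates in these tests. From the enrichment of PT and PT_50_ after 72 h and the higher enrichment of PT_50_ in its Figure 2E, the paper reasons that adding expression and the presence of binding sites raised the identification rate of affected genes, and proposes that the genes so identified are direct targets of miR-31.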

**Figure 2:**
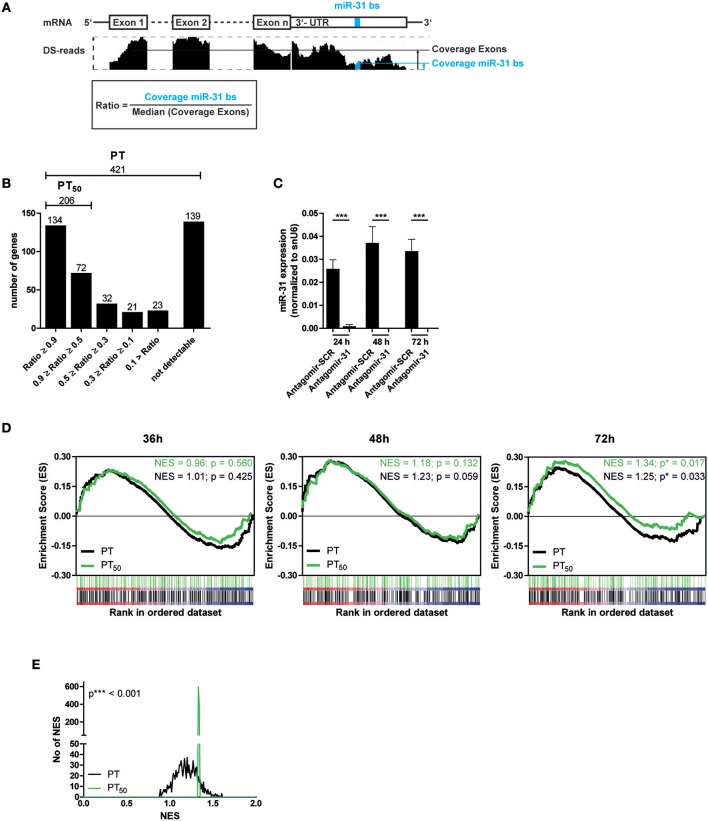
Significant upregulation of miR-31 targets after knock-down of miR-31. **(A)** Schematic overview of the method to determine the fraction of putative miR-31 target mRNA molecules that contain at least one miR-31 bs in their 3′-UTR. Depicted is the coverage (black bars, middle row) of *n* exons and the 3′-UTR (upper row) containing the miR-31 bs (indicated in blue). The ratio is calculated from the median coverage of the exons and the coverage of the miR-31 bs in the 3′-UTR (bottom row). **(B)** 421 putative miR-31 targets were grouped according to the ratio determined in **(A)**. **(C)** MiR-31 expression in Th1 rep cells 24, 48, and 72 h after activation with αCD3/28 and treatment with Antagomir-31 or Antagomir-SCR normalized to snU6 determined by qRT-PCR. Data is shown as mean +SEM, *n* = 11, pooled from five independent experiments (Mann-Whitney test for unpaired data, ^***^p ≤ 0.001). **(D)** GSEA with the PT- and PT_50_- gene-sets and the transcriptome data of Th1 rep cells 36, 48, and 72 h after activation with αCD3/28 and treatment with Antagomir-31 or Antagomir-SCR. Data is shown as enrichment curves with each putative target gene (PT, black; PT_50_, green) in ranked order from most upregulated (left) to most downregulated (right). Nominal *p*-values are depicted in the figure. **(E)** Welch's test of nominal enrichment scores (NES) from 1,000 independent GSEA's each using a randomly chosen subset of PT with sizes equal to the size of the PT_50_ set, *p*-value is depicted in the figure.

### MiR-31 Targets a Set of Motility Related Genes in Th1 Rep Cells

In order to elucidate the biological function of miR-31 in Th1 rep cells, we performed a GSEA after miR-31 antagonism based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (42). 

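At 72 h, 119 genes differed between Antagomir-31 and Antagomir-SCR treated Th1 rep cells in limma, 51 higher and 68 lower with Antagomir-31. The 4 largest increases were those of Gzmg, Gzme, Gzmd and Gzmc, which encode granzymes, serine proteases of cytotoxic granules. Gzmg rose from an intensity of 191 ± 42.2 to 492 ± 54.6 (SD, n = 3 each), a log2 fold change of 1.38 (standard error 0.12, adjusted p = 3.6e-04), and Gzme, Gzmd, Gzmc and Gzmf rose by 0.80, 0.69, 0.54 and 0.47. Gzma had 0.42 (adjusted p = 0.086) and Gzmb 0.030 (adjusted p = 0.72). The chemokine gene Ccl3, the regulator of G protein signaling Rgs16 and the immediate early gene Egr1 rose by 0.42, 0.47 and 0.48. The kinase gene Sbk1 and the hypoxia-responsive gene Ndrg1 rose by 0.52 and 0.45. Lif, a cytokine of the IL-6 family, fell from 239 ± 12.3 to 144 ± 6.80 (SD, n = 3 each), a log2 fold change of -0.73 (standard error 0.061, adjusted p = 2.7e-04). Evl, which promotes the elongation of actin filaments, had -0.66, the cytokine gene Il24 -0.61, and Ncf1, a subunit of the NADPH oxidase of phagocytes, -0.57. The fatty acid desaturase genes Scd1 and Fads2 had -0.57 and -0.51. Insl5, an insulin-like peptide, had -0.55, Net1 -0.52, the dynein light chain Dynlt1f -0.50 and Cox6b2, a subunit of cytochrome c oxidase, -0.49. Of 21 genes of cholesterol synthesis, 4 fell and none rose, with 9 lower when adjusted over the list alone. Insig1, Scd2, Srebf2 and Sqle had log2 fold changes of -0.31, -0.25, -0.23 and -0.22, and the list shifted downward as a whole (camera, adjusted p = 1.2e-07 over 28 lists, adjusted p = 0.55 with an estimated correlation). Of 20 genes of the Th1 effector programme, Ccl3 and the co-inhibitory receptor gene Havcr2 rose (2 when adjusted over the list alone) and none fell. The effect of Antagomir-31 at 72 h differed from that at 36 h in 2 genes and from that at 48 h in 4 genes. For Gzmg the difference was 1.43 against 36 h (adjusted p = 0.039) and 1.58 against 48 h (adjusted p = 0.013), but its mean intensity was 18.4 to 26.8 in both treatments at those times (whether an effect could be read there was not tested). For Lif it was -0.82 and -0.78 (adjusted p = 0.013 for both), for Egr1, which was dim at 72 h (42.3 with Antagomir-31 and 30.4 with Antagomir-SCR), 0.75 against 48 h (adjusted p = 0.033) and for Ncf1 -0.72 against 48 h (adjusted p = 0.030). Of the 289 PT genes, 147 had a higher effect at 72 h than at 36 h and 153 a higher effect than at 48 h, with median differences of 0.0036 and 0.0052 (neither camera nor fry gave a p under 0.05). The count at 72 h was 11, 13 and 101 without Antagomir-31 replicates 2, 3 and 4, 40, 12 and 68 without Antagomir-SCR replicates 2, 3 and 4, 16 with no filter on low values, 27 with only the arrays of the groups compared, 286 with a mean log2 of at least 6 and 426 with a trend in the prior variance, and without single arrays 0 to 7 effects differed from 36 h and 0 to 8 from 48 h. The calls of Gzmg, Gzme, Gzmd, Gzmc, Rgs16, Ccl3, Lif and Ncf1 held in all 14 alternatives tried, those of Egr1, Evl and Gzmf in 12, 11 and 10 of 14, and those of the other genes named as changed here in 9 or fewer.

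**Figure D1:**
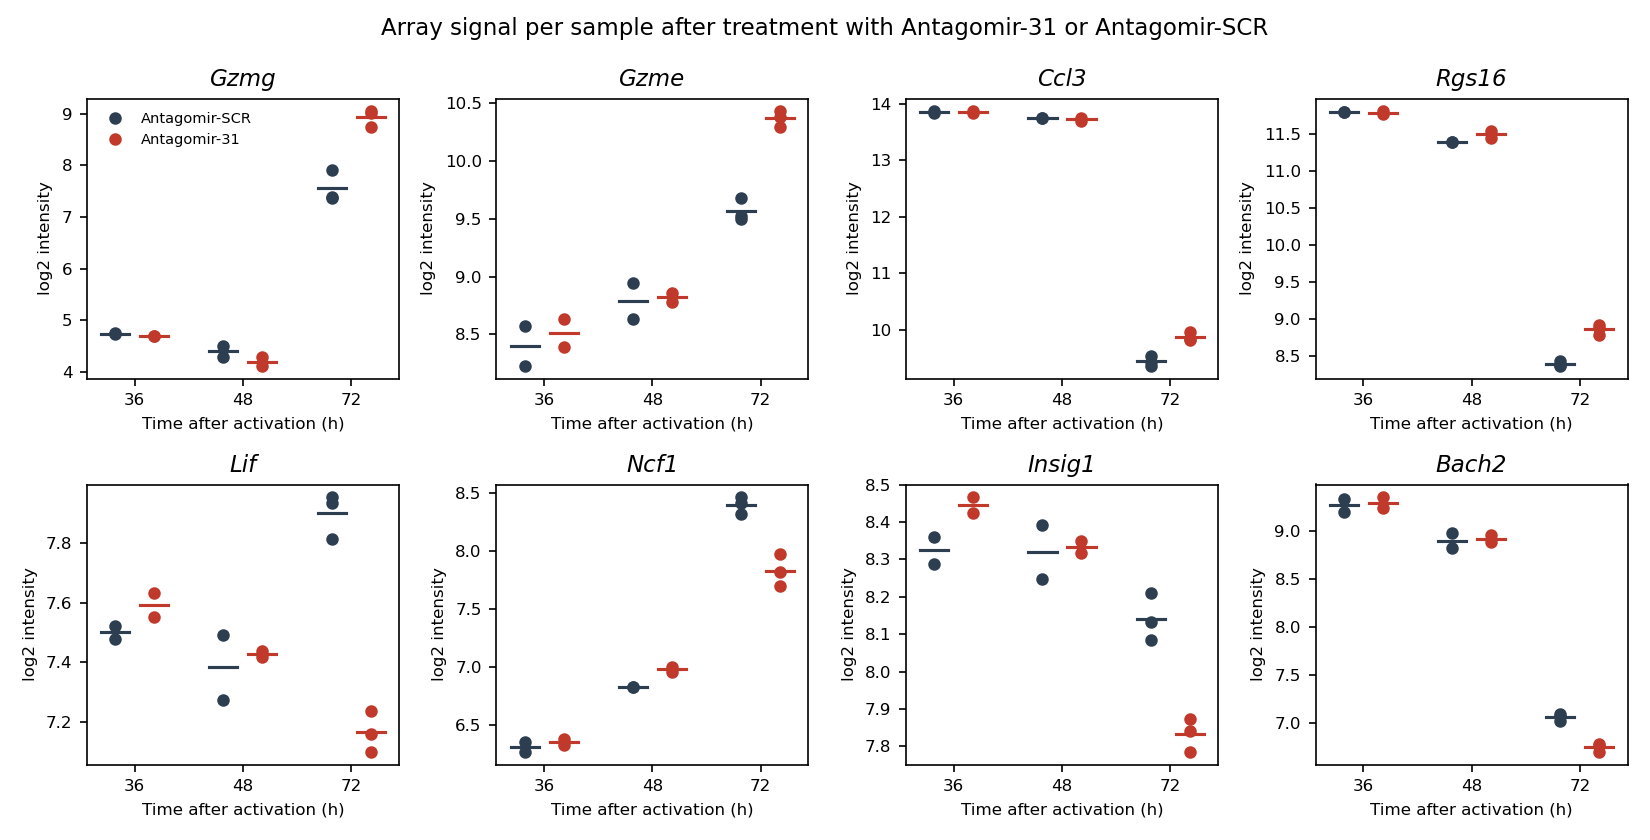
Log2 intensity of 8 genes on each array (points), by time after activation (x axis, hours) for Antagomir-SCR and Antagomir-31, with horizontal bars at the group means. At 72 h the arrays of the treatments do not overlap for any of these genes, with Gzmg at a mean intensity of 492 with Antagomir-31 and 191 with Antagomir-SCR and Lif at 144 and 239. Differences in level between times carry the limit that the arrays seem to have been normalized within each time.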

Here, we focused on 72 h after antagomir treatment, since we observed an exclusive significant enrichment of putative miR-31 targets at this time (Figure 2D). 

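In the KEGG set for the phosphatidylinositol signaling system, 34 genes were in the ranked list at 72 h and 21 (61.8%) had a higher mean with Antagomir-31 (Fisher's exact test against the rest of the list, two-sided p = 0.083). None passed in limma over all genes, and 2 were higher and 1 lower when adjusted over the list alone. Inpp4b, a phosphatase of phosphatidylinositol 3,4-bisphosphate, had an intensity of 121 ± 3.20 (SD, n = 3) with Antagomir-31 and 84.0 ± 12.8 (SD, n = 3) with Antagomir-SCR, a log2 fold change of 0.54 (standard error 0.12, adjusted p = 0.053), while the log2 ratio of the means was -0.0036 on the other of its 2 probe sets. Cds2, which makes the precursor of phosphatidylinositol, had 0.17 (adjusted p = 0.079), Plcg2, a phospholipase C, had 0.20 (adjusted p = 0.12) and the phosphatase gene Inppl1 had -0.14 (adjusted p = 0.086). In the set for the regulation of the actin cytoskeleton, 53 of 95 genes (55.8%) were higher (two-sided p = 0.050 by the exact test above). Rras2, a small GTPase of the Ras family, was the 1 gene of this set that passed, and it fell by 0.24 on the log2 scale (adjusted p = 0.037), from 1869 ± 31.6 to 1587 ± 84.2 (SD, n = 3 each), a call that held in 6 of 14 alternatives. Adjusted over the list alone, 2 genes were lower and none higher, the second being the growth factor gene Pdgfa (-0.30). Ppp1cb, a catalytic subunit of protein phosphatase 1, had 0.21 (adjusted p = 0.12), and Sos2, a Ras exchange factor, had 0.17. Itga4, the integrin alpha 4 chain, had -0.089 by the highest probe set per array and 0.44 on the highest of its 5 probe sets taken alone, of which 2 were positive. By permutation of genes, the NES was 1.49 for phosphatidylinositol signaling (p = 0.040) and 1.18 for the actin cytoskeleton (p = 0.15), with camera p = 0.073 and 0.095 and fry p = 0.093 and 0.38. The study chose both sets on these arrays, so their direction is not independent evidence. Without Antagomir-SCR replicate 3 the NES was 1.17 (permutation p = 0.22) for phosphatidylinositol signaling and -0.96 for the actin set, and the first did not pass without Antagomir-31 replicate 4 (p = 0.051) or Antagomir-SCR replicate 4 (p = 0.072). Without the probe sets open to cross-hybridization the NES was 1.31 (permutation p = 0.12) and -1.03, and ranked by limma's moderated t it was 1.25 (p = 0.14) and 1.42 (p = 0.019).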

We identified two gene sets as significantly enriched in Th1 rep cells treated with Antagomir-31 as compared to the Antagomir-SCR treated control: “Phosphatidylinositol 3-kinase signaling system” (40 genes, *p* = 0.01; NES = 1.59) and “Regulation of actin cytoskeleton” (108 genes, *p* = 0.03; NES = 1.36) (Figure 3A and Supplementary Tables 2b,c). Since PI3K signaling is part of the network that regulates the actin cytoskeleton (11), we focused on the gene set “Regulation of actin cytoskeleton” in our follow-up analyses. We evaluated the connection of the 92 positively correlating, putative direct miR-31 targets with the 108 genes involved in the regulation of the actin cytoskeleton by creating a network of validated interactions using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) (43) (Figure 3B). The resulting network shows the interactions between the PI3K-, Rho-GTPase- and integrin- signal transduction pathways and 41 of the 92 identified putative direct miR-31 targets. 

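Of 22 measured integrins and their adaptors, none passed in limma at 72 h over all genes, also when adjusted over the list alone. Itgav, the integrin alpha V chain, had a log2 fold change of 0.14 (adjusted p = 0.12), Itgb5, the beta 5 chain, had 0.19 (adjusted p = 0.14) and Itgb1, the beta 1 chain, had -0.16 (adjusted p = 0.20). The list did not shift as a whole (camera, adjusted p = 0.53), and 13 of its 22 genes had a higher mean with Antagomir-31. Of the 29 measured genes of actin and the Arp2/3 complex, 17 were higher and none passed (camera, adjusted p = 0.54). Both lists were written before the data were examined and are wider than the genes of the network.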

In Th1 cells the PI3K- pathway is addressed by TCR- and GPCR-signaling [here as an example CXC motif chemokine receptor (CXCR) 3], which is why we additionally integrated these factors into the network (for detailed description see methods). To validate some putative miR-31 targets from the identified network (Figure 3B) on mRNA level, we measured the expression of 9 candidates after miR-31 antagonism by qRT-PCR. All 9 putative target genes were significantly upregulated 72 h after Antagomir-31 treatment by 10 to 50% compared to Th1 rep cells treated with Antagomir-SCR (Figure 3C). The Rho-GTPases RHOA (Ras homolog gene family, member A), RAC1 (Ras-related C3 botulinum toxin substrate 1) and CDC42 (Cell division control protein 42 homolog) are key mediators of the cytoskeletal rearrangement and thus motility of T cells (11). Compared to Antagomir-SCR treated controls, Th1 rep cells treated with Antagomir-31, showed an upregulation of *RhoA* and *Rac1* by ~8 and ~10%, respectively. In contrast, *Cdc42* remained unchanged (Figure 3C). Thus, miR-31 indirectly regulates the expression of at least two of the central components for cytoskeletal rearrangement via its putative direct targets. Based on the network analysis we hypothesized that miR-31 might affect the adhesion and/or the motility of Th1 cells induced by the TCR-, chemokine receptor- and integrin-signaling.

**Figure 3:**
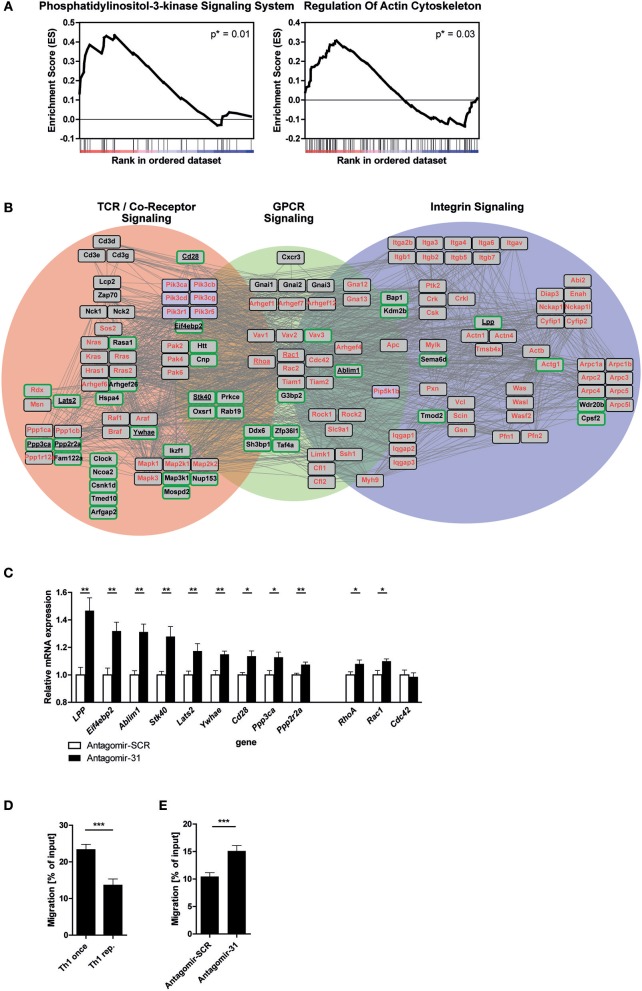
MiR-31 targets a set of genes involved in cytoskeletal rearrangement and miR-31 inhibition increases the motility of Th1 rep cells. **(A)** GSEA of the transcriptome data obtained from Th1 rep cells 72 h after activation with αCD3/28 and treatment with Antagomir-31 or Antagomir-SCR with the KEGG-pathway database (v. 6.0) used as source for gene-sets. Data of two significantly enriched gene-sets is shown as enrichment curves with all genes in ranked order from most upregulated (left) to most downregulated (right). Nominal *p*-values are depicted in the figure. **(B)** Network of validated functional interactions among positively correlated miR-31 targets (green rimmed; Figure 2D) and the genes defining the gene set “regulation of actin cytoskeleton” (red). The resulting network was adapted to T cells (also see methods). Genes without interactions are not included. **(C)** QRT-PCR of target mRNA expression in reactivated Th1 rep cells 72 h after antagomir treatment relative to *Hprt* and normalized to Antagomir-SCR treated control. Data is shown as mean +SEM, *n* = 12 (for *Lats2, RhoA, Stk40, Ywhae*) pooled from four independent experiments, or *n* = 6 (for *Ablim1, Cd28, Cdc42, Eif4ebp2, LPP, Ppp2r2a, Ppp3ca, Rac1*) pooled from two independent experiments (Mann-Whitney test for unpaired data, ^**^p ≤ 0.01, ^*^p ≤ 0.05). **(D,E)** Transwell migration assays with an ICAM-1 coated membrane (10 μg/ml) and CXCL10 (100 ng/ml) in the lower compartment for once and repeatedly activated Th1 cells, 72 h after reactivation with αCD3/28 **(D)** and Th1 rep cells, 72 h after antagomir treatment and reactivation with αCD3/28 **(E)**, assessed by flow cytometry, normalized to inserted cell number. Data is shown as mean +SEM, *n* = 16–18 pooled from four independent experiments (Mann-Whitney test for unpaired data, ^***^p ≤ 0.001).

### MiR-31 Antagonism Increases the Motility of Repeatedly Activated Th1 Cells

To test the potential impact of miR-31 function on the rearrangement of the actin cytoskeleton, we assessed the adhesion of Th1 rep cells restimulated with PMA/ionomycin in the presence of CXC motif chemokine (CXCL) 10 and Intracellular Adhesion Molecule 1 (ICAM-1), i.e., the respective ligands for CXCR3 and Lymphocyte function-associated antigen 1 (LFA-1), both of which are expressed on Th1 rep cells (44, 45). We observed an increase of ~40% in adherent Th1 rep cell number after inhibition of miR-31. Of note, this effect could only be observed in the presence of PMA/ionomycin, ICAM-1 and CXCL10 together (Supplementary Figure 1), which also mimics the milieu of inflamed tissues (46). To examine whether miR-31 also regulates the motility of Th1 rep cells, we tested the migration of Th1 rep through an ICAM-1 coated membrane toward CXCL10 in an *in vitro* transwell migration assay, in which Th1 rep cells migrated ~50% less than Th1 once cells (Figure 3D). This reduced migratory capacity of Th1 rep cells was partly rescued by Antagomir-31 treatment which significantly increased the migration of Th1 rep cells by ~30% compared to Antagomir-SCR treatment (Figure 3E).

The PI3K-, Rho-GTPase- and integrin- signal transduction pathways which we identified to interact with target genes of miR-31 are also linked to T cell activation and thus T cell expansion and effector function. However, no differences in absolute cell numbers and the cytokine production of Th1 rep cells after antagomir treatment and reactivation with αCD3/28 could be detected as compared to Antagomir-SCR treated cells (Supplementary Figure 2).

### MiR-31 Is Induced by TCR Signaling in Th1 Cells

To investigate the induction of miR-31 during Th1 differentiation, we stimulated naive CD4^+^ T cells with αCD3/28 for 4 days in the presence of Th1 polarizing conditions, i.e., IL-12 and anti-IL-4 blocking antibodies. Compared to naive CD4^+^ T cells, the expression of mature miR-31 was 5-fold upregulated 3 h post activation (p.a.) and further increased 15-fold at 24 h p.a (Figure 4A). Subsequently, miR-31 expression remained stable until day 3 and significantly decreased again by 30% until day 4 p.a. (Figure 4A). In contrast, resting Th1 rep cells already exhibited ~100-fold higher expression than naive Th cells, which did not increase until day 1 after αCD3/28 activation (Figure 4A). Thereafter, Th1 rep cells maintained high levels of miR-31 throughout the remainder of the observation period until day 4 p.a. (Figure 4A). These results suggest that the induction of miR-31 during the initial phase of Th1 differentiation occurs via TCR signaling, whereas in Th1 rep cells additional mechanisms might be involved in the upregulation of miR-31.

**Figure 4:**
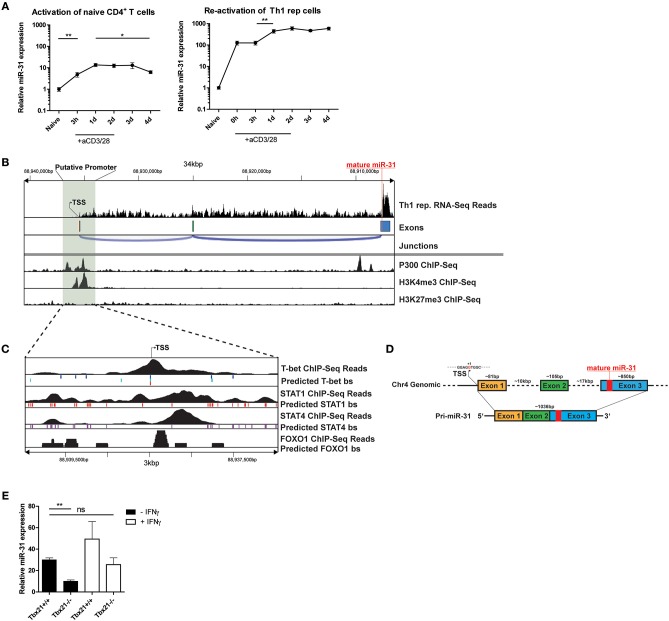
TCR/CD28 induced expression of mir-31 is increased by T-Bet and IFN-γ. **(A)** MiR-31 expression kinetics normalized to snU6 after the first activation of naive CD4^+^ (left panel) or reactivation of Th1 rep cells (right panel) with αCD3/28, presented relative to values obtained from naive CD4^+^ cells *ex vivo*, determined by qRT-PCR. Data is shown as mean ±SEM, *n* = 8–12 pooled from 3 to 4 independent experiments (One-way Anova with Mann-Whitney test for unpaired data, ^*^p ≤ 0.05, ^**^p ≤ 0.01). **(B)** RNA-Seq coverage of the miR-31 gene locus in Th1 rep cells (upper row) and analysis of published ChIP-seq data from Th1 cells for p300 (28), H3K4me3 and H3K27me3 (29) using the Cistrome Browser (lower row). **(C)** Analysis of the putative promoter region as determined in **(B)** using published ChIP-Seq data obtained from Th1 cells for T-Bet (34), STAT1 (28), and STAT4 (33) and from naive CD4^+^ T cells (35), as well as predicted conserved binding sites for these transcription factors obtained from ECR Browser. **(D)** Schematic overview of the murine miR-31 gene locus and the resulting primary transcript as analyzed in **(B)**. **(E)** MiR-31 expression normalized to *Hprt* in naive CD4^+^ cells activated with αCD3/28 in Th1 polarizing conditions for 48 h ± IFN-γ (10 ng/ml), presented relative to values obtained from naive CD4^+^ cells *ex vivo* determined by qRT-PCR. Data is shown as mean ±SEM, *n* = 4–8 pooled from two independent experiments (One-way Anova with Dunn's test for multiple comparison, ^**^p ≤ 0.01).

### The Primary miR-31 Transcript in Th1 Cells Consists of 3 Exons and Its Genomic Locus Contains Th1 Specific Transcription Factor Binding Sites in the Putative Promoter Region

To understand the transcriptional regulation of miR-31 in Th1 cells, we first determined the transcriptional start site (TSS) for the primary miR-31 transcript using total RNA-seq data from Th1 rep cells. The putative TSS of the murine primary miR-31 transcript is located approximately at chromosomal position mm10:chr4:88,938,478 and spans an intergenic region of ~28.6 kb (Figures 4B,D), which confirms the TSS previously determined by homology analysis of mouse and man (25). The primary transcript expressed by Th1 rep cells consists of 3 exons and has a size of ~1,036 bp (Figure 4D). By reanalyzing Th1 cell ChIP-seq (chromatin immunoprecipitation followed by sequencing) data of p300 (28) and H3K4me3 (29) occupancy using the Cistrome database (30), we observed enrichment of p300 and H3K4me3 binding in close proximity of the putative TSS (Figure 4B). Furthermore, we could identify a CpG island close to this site using USCS Genome Browser (47) (Supplementary Figure 3). To identify transcription factors (TFs), which regulate the transcription of miR-31 in Th1 cells, we performed an *in silico* promoter analysis in a region ±1.5 kb relative to the putative TSS (mm10:chr4:88937246-88940346) using the Evolutionary Conservation of Genomes (ECR) Browser (31). We identified a set of binding sites for TFs important for Th1 differentiation, including Signal Transducer And Activator Of Transcription (STAT) 1, STAT4, T-bet, and FOXO1 (Figure 4C). Reanalysis of additional ChIP-seq data sets showed STAT1 (28), STAT4 (33), and T-bet (34) in close vicinity to the putative TSS of the primary miR-31 transcript (Figure 4C). Since *Foxo1* expression decreased after repeated activation (Supplementary Figure 4), we also analyzed ChIP-Seq data from naive CD4^+^ cells (35) and detected FOXO1-dependent DNA enrichment in the putative miR-31 promoter region. Taken together, we suggest that the expression of mir-31 in Th1 rep cells might be upregulated by a positive feedback loop in a direct or indirect fashion by the activation and induction of STAT1, STAT4, and T-bet as well as the downregulation of FOXO TFs.

### TCR Mediated miR-31 Expression in Th1 Cells Is Increased by T-Bet and the Effector Cytokine IFN-γ

In order to validate that T-bet promotes the expression of miR-31, naive CD4^+^ T cells isolated from Tbx21^−/−^ or wildtype (WT) mice were activated with αCD3/28 for 48 h under Th1 polarizing conditions. The induction of miR-31 expression was diminished by ~50% in activated *Tbx21* deficient Th cells compared to wild type cells (Figure 4E). MiR-31 induction after Th cell activation could be increased to WT levels by adding 10 ng/ml recombinant IFN-γ (Figure 4E). In addition to the *in silico* ChIP-Seq analysis, these data suggest that STAT1, STAT4, and T-bet enforce the expression of miR-31 in differentiating Th1 cells.

### FOXO1 Represses T-Bet and miR-31 Expression in Th1 Cells

FOXO1 binds to the TSS of *pri-miR-31* in naïve Th cells and most likely inhibits the expression of miR-31 in these cells. Therefore, we analyzed *Foxo1* expression in Th1 rep cells. *Foxo1* expression in these cells was reduced by ~20% compared to Th1 once cells (Supplementary Figure 4). In addition, *Foxo1* expression negatively correlated with miR-31 expression upon repeated rounds of restimulation in Th1 cells (Figure 5A). To investigate whether FOXO transcription factors including FOXO1, and its functional redundant family member FOXO3, actively repress miR-31, we inhibited *Foxo1* and *Foxo3* mRNAs with a pool of 8 different siRNAs (SI-FOXO) in Th1 rep cells. *Foxo1* and *Foxo3* expression were reduced by ~50 and ~65%, respectively, when compared to control (SI-SCR) treated cells (Figure 5B). This reduction was associated with an increased expression of the primary miR-31 transcript (*pri-miR-31*) by ~40% (Figure 5B, Supplementary Figure 6A shows data for mature miR-31).

**Figure 5:**
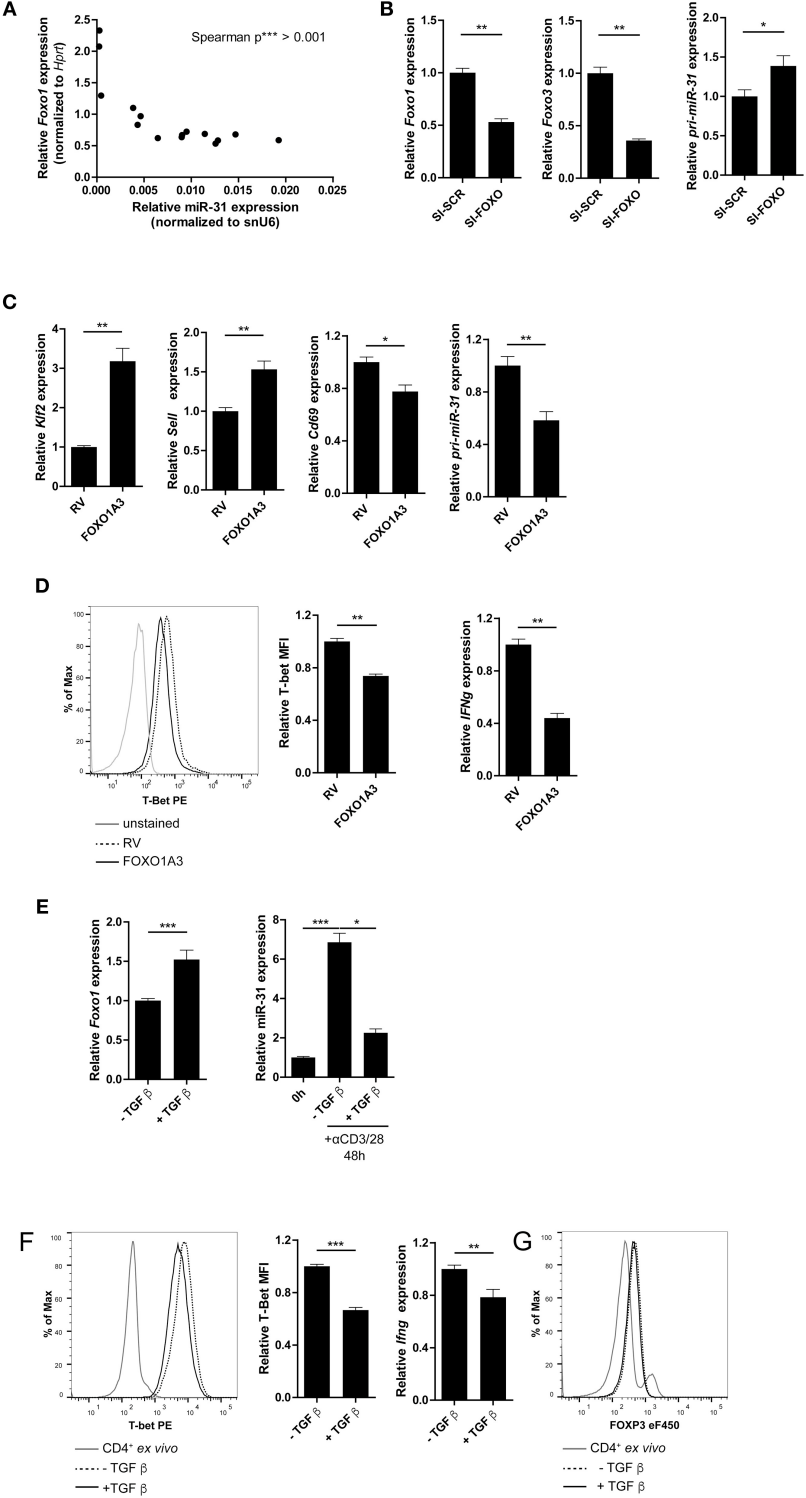
FOXO1 represses T-bet and miR-31 in Th1 cells. **(A)** Correlation between miR-31 expression normalized to snU6 and *Foxo1* expression normalized to *Hprt* determined five times in 6 day intervals from naive to Th1 rep cells (qRT-PCR) (*n* = 15 from one experiment, *p* value is depicted in the figure). **(B)** *Foxo1*, *Foxo3* and *pri-miR-31* expression normalized to *Hprt* in repeatedly (two rounds of stimulation) activated Th1 cells, treated with a pool of 8 siRNAs specific for *Foxo1* and *Foxo3* or a SI-SCR control, analyzed 48 h after siRNA treatment by qRT-PCR, presented relative to the SI-SCR control. Data is shown as mean +SEM, *n* = 6 pooled from two independent experiments (Mann-Whitney test for unpaired data, ^*^p ≤ 0.05, ^**^p ≤ 0.01) **(C)** *Klf2, Sell, Cd69* and *pri-miR-31* expression normalized to *Hprt* in activated CD4^+^ cells transduced 36–40 h post activation with a retroviral vector expressing a constitutive active FOXO1 (FOXO1A3) or an empty control vector (RV). Cells were cultured under Th1 polarizing conditions for additional 48 h. Expression was analyzed by qRT-PCR 48 h post transduction and is presented relative to RV. Data is shown as mean +SEM, *n* = 6 pooled from two independent experiments (Mann-Whitney test for unpaired data, ^**^p ≤ 0.01) **(D)** Representative intracellular protein staining and T-Bet protein expression in the samples analyzed in **(C)**, presented as MFI of T-Bet, normalized to RV assessed by flow cytometry. Data is shown as mean +SEM, *n* = 5–11 pooled from three independent experiments (Mann-Whitney test for unpaired data, ^**^p ≤ 0.01). **(E)** *Foxo1* expression normalized to *Hprt* in Th1 rep cells activated with αCD3/28 under Th1 polarizing conditions for 48 h ±TGFβ, presented relative to values obtained from untreated Th1 rep cells determined by qRT-PCR. Data is shown as mean +SEM, *n* = 9 pooled from 3 independent experiments (Mann-Whitney test for unpaired data, ^**^p ≤ 0.01, ^***^p ≤ 0.001). MiR-31 expression normalized to snU6 in the same cells, presented relative to Th1 rep cells before reactivation assessed by qRT-PCR. Data is shown as mean +SEM, *n* = 9 pooled from three independent experiments (One-way Anova with Dunn's test for multiple comparison, ^*^p ≤ 0.05, ^***^p ≤ 0.001). **(F)** Representative intracellular protein staining of Th1 rep cells activated with αCD3/28 under Th1 polarizing conditions for 48 h ±TGFβ and T-Bet protein expression, presented as MFI of T-Bet, normalized to untreated Th1 rep cells. Data is shown as mean +SEM, *n* = 2–3 pooled from four independent experiments (Mann-Whitney test for unpaired data, ^***^p ≤ 0.001). *Ifng* expression normalized to *Hprt* in the samples analyzed in **(A)**, presented relative to RV. Data is shown as mean +SEM, *n* = 6 pooled from two independent experiments (Mann-Whitney test for unpaired data, ^*^p ≤ 0.05, ^**^p ≤ 0.01). **(G)** Representative intracellular FOXP3 protein staining of Th1 rep cells activated with αCD3/28 in Th1 polarizing conditions for 48 h ±TGF-β.

The repressive function of FOXO1 on miR-31 expression in Th1 cells was further validated by the ectopic overexpression of a constitutively active form of FOXO1 (FOXO1A3) (19). The FOXO1A3 transduced cells were magnetically enriched by the surface reporter marker Thy1.1 (Supplementary Figure 5) 48 h after transduction. Consistent with published results (48), the expression of the FOXO1 induced transcription factor *Klf2* (Krüppel-like Factor 2) and *Sell*, a gene which encodes for the protein CD62L (L-selectin), were upregulated by 3.2- and 1.5-fold, respectively. In contrast, *Cd69* was down regulated ~20% in cells ectopically overexpressing FOXO1A3 as compared to cells transduced with an empty retroviral vector (RV) (Figure 5C). As expected, the *pri-miR-31* was reduced by ~40% upon overexpression of FOXO1A3 (Figure 5C, Supplementary Figure 6B shows data for mature miR-31), which was associated with a reduced expression of *Ifng* mRNA by ~60% as well as T-bet protein by ~30% as determined by flow cytometry (Figure 5D).

It is known, that the Transforming growth factor (TGF) β stabilizes the expression of total FOXO1 protein (19). Therefore, we induced FOXO1 expression in Th1 rep cells by re-activating the cells in the presence of recombinant TGFβ. Forty-eight hours p.a., *Foxo1* mRNA expression increased by ~50% in the presence of TGFβ as compared to the untreated control, while miR-31 expression decreased by 70% (Figure 5E, Supplementary Figure 6C shows data for *pri-miR-31*). Furthermore, T-bet protein and *Ifng* mRNA were significantly reduced in TGFβ treated Th1 rep cells by ~30 and ~22%, respectively (Figure 5F). This TCR induced miR-31 expression can be blocked by *in vitro* addition of TGFβ, and is most likely due to the induction of FOXP3 (Forkhead-Box-Protein P3) that directly binds within the miR-31 promoter blocking its transcription (40). Notably, the treatment with TGFβ did not cause FOXP3 expression in fully differentiated Th1 rep cells, indicating different control mechanisms for miR-31 expression in different T-cell subsets (Figure 5G). Therefore, the inactivation of FOXO TFs seems to be necessary in order to provide high levels of miR-31 in Th1 rep cells.

## Discussion

We and others have previously shown that T cells isolated from inflamed tissues of patients with chronic inflammatory diseases are enriched for a Th1 phenotype characterized by the expression of the transcription factor TWIST1 and the secretion of the Th1 signature cytokine IFN-γ (2–4). Interestingly, these cells can be readily found in the inflamed tissues of patients undergoing state-of-the-art immunosuppressive therapies suggesting that they escape from conventional therapeutic interventions (4). This might be due to adaptation of the cells to the inflamed milieu, e.g., by the induction of the anti-apoptotic microRNA miR-148a (5). However, it has remained elusive how these cells are kept in the inflamed tissues, where they mediate and perpetuate chronic inflammation. Here we identified a molecular pathway which controls the motility of Th1 cells with a history of repeated restimulation (Figure 6). The periodic TCR-mediated activation of these cells resulted in an IFN-γ and T-bet dependent upregulation of miR-31, which could be abrogated by FOXO1, a transcription factor expressed in resting Th1 cells. MiR-31 reduced the motility of proinflammatory Th1 cells by regulating the expression of genes which are involved in the rearrangement of actin cytoskeleton downstream of TCR-, chemokine receptor- and integrin-signaling.

**Figure 6:**
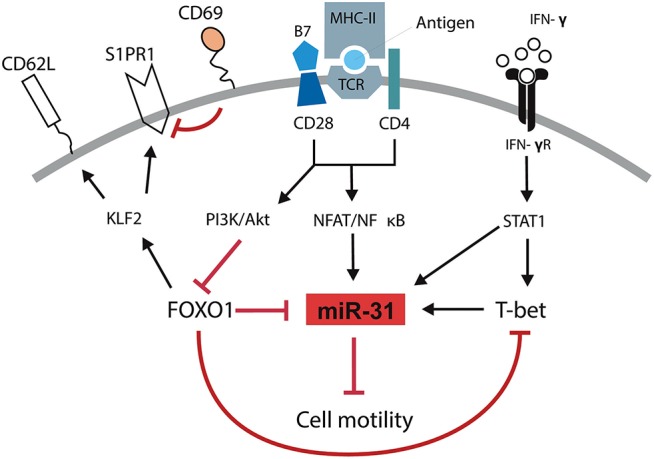
Schematic overview of mechanisms controlling the motility of Th1 rep cells. Antigenic stimulation of the TCR and CD28 leads to the activation of NFAT/NFκB and the PI3K/Akt pathway. IFN-γ induces the activation and expression of STAT1 and T-Bet, respectively. NFAT/NFκB induces the expression of miR-31 which might be amplified by STAT1 and T-bet and reduces the cell motility. PI3K/Akt inactivates FOXO1 which supports the expression of miR-31 either in a direct fashion or by disabling the FOXO1 dependent inhibition of T-bet. Simultaneously, the inhibition of FOXO1 reduces the expression of KLF2, CD62L, and S1PR1 and induces the expression of CD69.

To decipher which biological functions are altered following the upregulation of miR-31 in Th1 rep cells we sought to identify its target mRNAs in this particular cell type. Usually, target identification is based on computational prediction of microRNA bs (24). This method delivers a vast number of potential targets including numerous false positive results (49) which have to be excluded experimentally (50). One reason for this could be that most prediction algorithms do not consider 3′-UTR length and, thus, physical presence of predicted miRNA bs. However, it is known that upon stimulation, Th cells in particular shorten their 3′-UTR in order to escape miRNA mediated control (41). By considering the presence of miRNA bs in the 3′UTR, we were able to account for this phenomenon and to increase the identification rate of genes which were affected by the inhibition of miR-31. Interestingly, we observed a significant induction of these genes only after 72 h of activation and Antagomir-31 treatment in restimulated Th1 rep cells. This might be due to the fact that restimulated T cells, in addition to shortening the 3′-UTR, also repress the function of the RNA induced silencing complex (RISC) by ubiquitination and degradation of Argonaute proteins (51) and so escape miRNA mediated control. Taken together, our novel approach for target identification takes kinetic aspects into account which appear to be of great importance for miRNA function in stimulated T cells. To experimentally prove that the identified putative targets are directly regulated by interaction of their 3′UTR with miR-31, repoter assays have to be performed. Indeed, some of the putative targets, e.g., *Stk40* and *Lats*2, were already verified elsewhere using a luciferase reporter assay (25).

Our analysis revealed a modest increase of putative direct or indirect miR-31 target gene expression ranging from 10 to 50% after miR-31 inhibition. These genes are functionally linked to signals downstream of the TCR, chemokine receptors and integrins, as we observed in our network analysis. It is widely accepted that the impact of a miRNA on a specific cellular function increases by targeting several factors that belong to the same biological pathway or protein complex (52, 53). For example, miR-181a targets multiple phosphatases downstream of the TCR and augments the sensitivity of T cells to cognate antigen stimulation (54). Accordingly, by reducing several components of the three pathways mentioned above, miR-31 repressed the motility of Th1 rep cells, most likely by affecting rearrangement of the actin cytoskeleton and cell adhesion. This repression could be attributed to the upregulation of miR-31, as knock-down of miR-31 rescued the motility of Th1 rep cells. Of note, we could not observe a difference in *Cxcr3* expression in these cells (data not shown), which excludes the possibility of disturbed chemokine sensing due to the expression of miR-31. Interestingly, Moffett et al. identified miR-31 as a mediator of CD8^+^ T cell exhaustion by regulating some of the same genes that we also identified as being affected by miR-31 inhibition (25). We assume that these genes also have an impact on TCR-, chemokine receptor- and integrin-signaling in CD8^+^ T cells and thus, miR-31 might also be able to suppress the motility of exhausted cytotoxic T cells. Our results in Th1 rep cells are further corroborated by Fuse et al. showing the KEGG-pathway “rearrangement of actin cytoskeleton” to be enriched for miR-31 target genes and, that a reduced expression of miR-31 is associated with increased migration and invasion of prostate cancer cells (55). Furthermore, miR-31 could also be linked to the migratory behavior of glioma cells (56), ovarian- (57), breast- (58), and gastric cancer cells (59) and hepatocellular carcinoma cells (60). Since TCR mediated activation of the PI3K- and Rho-GTPase- signal transduction pathways also affects the expansion and effector functions of T cells (61), we investigated a possible impact of miR-31 on this. However, knockdown of miR-31 by 99% neither had an effect on the expansion of Th1 rep cells, nor on their cytokine production. This is in line with a study using CD4 specific conditional miR-31 knockout mice and demonstrating that miR-31 has no effect on the proliferation of T cells (40).

Why is miR-31 exclusively upregulated in Th1 rep cells resulting in their reduced motility? Interestingly, we observed a delayed induction of miR-31 in Th1 rep cells as compared to naive CD4^+^ T cells activated under Th1 polarizing conditions. We speculate that the induction of miR-31 in Th1 rep cells is not only dependent on TCR signaling, but also on the master transcription factor T-bet, suggesting that the additional upregulation of miR-31 in Th1 rep cells is dependent on a network of transcription factors active only in Th1, and not in Th2 and Th17 cells. On account of this, we propose that the expression of miR-31 in Th1 rep cells might be sequentially orchestrated via a positive feed-back mechanism involving TCR signaling and the cytokines IFN-γ and IL-12, which activate STAT1, STAT4 (62), and T-bet (5) either independently or synergistically. This is supported by the presence of functional binding sites for the Th1 specific transcription factors T-bet, STAT1, and STAT4 in the proximal promoter region of *pri-miR-31* in Th1 once cells and corroborated by our results obtained from studies with T-bet deficient T cells. With high probability a similar positive feed-back transcriptional mechanism might be active in Th1 rep cells, because these cells produce high amounts of IFN-γ and upregulate T-bet (5). However, it remains to be shown, whether the three TFs, STAT1, STAT4, and T-bet, also bind to the proximal promotor of *pri-miR-31* and to what extent each individual TF contributes to the upregulation of miR-31.

Furthermore, we identified FOXO1 as a suppressor of miR-31 expression in Th1 cells. FOXO1 is highly expressed in resting naive Th cells (63), inhibits cell cycle progression (64, 65), represses T-bet in Th1 cells (66), and regulates T cell homing (67). Ectopic overexpression of a constitutively active form of FOXO1, or *in vitro* TGFβ treatment to induce *Foxo1* expression, led to miR-31 repression and reduced levels of T-bet and the effector cytokine *Ifng*. The repression of miR-31 can be either mediated directly by FOXO1 binding to the promoter of *pri-miR-31*, or indirectly by reducing T-bet and IFN-γ expression. Moreover, we could show that enforced FOXO1A3 expression induced *Sell* (CD62L) and *Klf2* and reduced *Cd69* expression. Taken together, it is possible that the induction of KLF2, CD62L, and CCR7 (67) and a simultaneous repression of CD69 and miR-31 by FOXO1 might license T cells to recirculate to secondary lymphoid organs (48, 68) and to egress from the inflamed tissue (69).

In this study, we used *in vitro* generated Th1 cells, which were subjected to repeated rounds of activation as a model for Th cells derived from inflamed tissues of patients with chronic inflammation (4–6, 70). They mimic inflamed tissue resident Th cells expressing similar levels of the TF TWIST1 (4). In contrast to exhausted dysfunctional CD8+ T cells (71), Th1 rep cells are very efficient in their effector function and induce inflammation in murine transfer colitis (6, 70) and Ovalbumin-induced arthritis (4). In humans, a markedly expanded CD4^+^ T cell population expressing the exhaustion marker PD-1 can be found in the inflamed joints of RA patients. These cells are not anergic or exhausted but can readily provide help to B-cells (72). In line with this observation, we found that the expression of miR-31 was also strongly upregulated in memory Th cells isolated from the synovial fluid of RA patients as compared to their counterparts from the blood, suggesting a different role of this miRNA in CD4^+^ cells in chronic inflammation as compared to exhausted CD8^+^ cells from chronic viral infections (25). In addition, the cells within the inflamed joint receive signals which favor Th1 polarization and miR-31 induction. This is in line with our previous studies showing the upregulation of T-bet and the activity of the IL-12/STAT4 axis in memory T cells isolated from inflamed tissues of patients with autoimmune diseases including RA (4, 5). We hypothesize that the milieu within the inflamed synovium of RA patients favors the induction of miR-31, on the one hand by a repeated auto-antigenic stimulation inducing the expression of T-bet and IFN-γ, and on the other, by IL-7 expression (73) which represses FOXO1 (48), thereby arresting proinflammatory Th cells in the inflamed tissue, where they receive survival signals that counteract immunosuppressive therapies and promote inflammation (4). Therefore, our observation that the miR-31 reduces the motility of Th1 rep cells *in vitro* might reflect the situation in a chronic inflammatory setting. We suggest evaluating the function of miR-31 on Th1 rep cell motility in a chronic inflammatory setting using conditional miR-31 knockout mice (25) or transferring miR-31 expressing or Antagomir-31 treated human Th cells in a humanized model of arthritic inflammation (74) in future studies. In conclusion, reducing miR-31 levels by Antagomir-31 treatment could be a novel approach to mobilize therapy resistant proinflammatory Th1 cells from the inflamed tissues and eventually to resolve chronic inflammation.

## Author Contributions

MB designed the study and performed experiments, analyzed data and wrote the manuscript. CH, PD, KW, AB, MM, CLT, MW, RKA, KL, A-BS, PM, and HR did experiments and/or analyzed data. ML, H-DC, and GAH discussed the results, provided conceptual advice and commented on the manuscript. AR and M-FM designed the study, supervised research and wrote the manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

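Gene expression was measured in murine Th1 rep cells treated with Antagomir-31 or Antagomir-SCR at 1 µM, on 14 Affymetrix mouse arrays, with 2 arrays per treatment at 36 h, 2 at 48 h and 3 at 72 h. All 14 columns of values could be assigned to a treatment, time and replicate from the sample labels. The authors read the arrays with GCOS and normalized them with RMA in the affy R package (versions are not given in the sources used here). The deposited values are intensities on the linear scale, and log2 was taken for the tests. The arrays of one time point have nearly the same mean and quartiles and those of different times do not, so they seem to have been normalized within each time point. The median intensity per array was 23.4 to 23.8 at 36 h, 21.8 to 22.1 at 48 h and 27.9 to 28.4 at 72 h. At 72 h, the medians and the upper quartiles of the treatments did not overlap. As a sign of RNA quality, the log2 ratio of the 3' to the 5' control probe sets of actin was 0.32 to 0.43 at 36 h, 0.37 to 0.41 at 48 h and 0.21 to 0.27 at 72 h, with no separation of the treatments at any of these times. MAS5 present and absent calls, the RNA sequencing of the study and a mouse genome were not used here, and miR-31 itself was not read from the arrays.

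Of the 45101 probe sets, 64 were controls, 34958 had 1 gene symbol, 932 had several and 9211 had none, and only those with 1 symbol were used. For 34755 of them the symbol was looked up by the Entrez or RefSeq identifier of the annotation, and 1 symbol was updated. Genes were collapsed to the highest probe set on each array, as the study's GSEA parameters state, and the brightest 59.4% of the 18194 genes over all arrays were kept. Supplementary Table 1 gave 421 PT genes, of which 419 matched a current symbol, and 289 were in the ranked list. Of the other study sets, 168 PT_50_ genes, 95 genes of the actin cytoskeleton and 34 of phosphatidylinositol signaling were in the list.

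Single genes were tested with limma 3.58.1 in R 4.3.3 (Python 3.11.15 prepared the tables) by 1 fit over 6 groups, with contrasts of Antagomir-31 minus Antagomir-SCR at each time, their average over the 3 times, and the difference of the effect at 72 h from that at 36 h or 48 h. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as changed. GSEA used fgsea 1.28.0 (fgseaSimple, 30000 permutations, weight 1, sets of 15 to 500 genes) on the log2 ratio of the group means of linear intensities. PT_50_ was also set against 1000 random subsets of PT of the same size and, by a permutation test with 100000 permutations of genes, against the rest of PT. The Welch test of the study over repeated runs of GSEA was not repeated, because its number of observations is the number of runs. Before the data were examined, 33 gene lists, all alternatives but 1, the tests of genes, sets and lists and the rule for named genes were fixed. The 28 lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, which asks whether the genes of a list move, on balance, one way and compares them with no other genes. Adjusted p-values of lists are over the 28 lists of a comparison.

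The tested lists cover TCR signalling, TCR-induced activation genes, the Th1 effector programme, cytokines, chemokine and homing receptors, integrins and their adaptors, actin and Arp2/3, FOXO1-dependent genes, the S phase and the G2 and M phases of the cell cycle, apoptosis and p53, the miRNA machinery, interferon-stimulated genes, cholesterol synthesis, heat shock and the unfolded protein response, glycolysis and hypoxia, co-inhibitory receptors, ribosomal proteins, oxidative phosphorylation, and markers of B cells, macrophages and monocytes, dendritic cells, CD8 T and NK cells and Treg cells. They also cover the genes that the study added to its network, its qRT-PCR candidates and other genes that it names. The list called co-inhibitory receptors also holds genes of transcription factors, among them Prdm1 and Eomes. Markers of neutrophils, erythroid cells, Th2 and Th17 cells had fewer than 5 measured genes and were not tested as lists. Another tested list, another list too small to test and some single genes are not reported here.

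Genes are named in the text by this rule: every gene the paper names in its array, network or qRT-PCR results (Gnai1, Klf2 and Foxp3 were not in the ranked list); the 10 genes with the largest change in each direction among those past the threshold at each time and on the average, or, where fewer than 5 pass, the 5 with the smallest unadjusted p; up to 4 members with the smallest p of each list or set described; and the highest genes of Supplementary Tables 2a and 2c (10 of PT_50_ and 5 of each KEGG set), whose values in those tables had been seen when the rule was written. Granzymes outside the 10 largest changes and markers named beside them were chosen after their values were seen.

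The fit was tested on simulated data with this design. Of genes given a log2 change of 0.25, 27.9% were called at 36 h, 30.9% at 48 h and 64.7% at 72 h, and of those given 0.5, 98.5%, 95.5% and 97% were called, with 7, 7 and 5 false calls. A set of 168 genes shifted by 0.1 in simulated 72 h data had an NES of 3.66 and an unshifted set one of 0.87. In the real data at 72 h, Antagomir-SCR replicate 3 against the other arrays of its group gave PT_50_ an NES of -1.42. This was the largest in size of 6 such contrasts. The simulated values therefore do not bound the NES that differences between real arrays can give. The alternatives tried were no filter, a minimum mean log2 intensity of 6, 1 fixed probe set per gene or each probe set alone, quantile normalization, median centring, the replicate number as a block, a trend in the prior variance, only the arrays of the groups compared, no probe sets open to cross-hybridization, an unweighted running score, ranking by moderated t, camera and fry in place of GSEA, and each array left out in turn. The 1 alternative added after the data were seen took the brightest genes of each time point alone.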

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

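The test of PT_50_ between arrays of one treatment and that of CD8 T and NK cell markers were chosen after the results they test were seen, and the granzymes were singled out after their values were seen. Of the 119 genes changed at 72 h, 115 (49 of them higher) lie outside PT, PT_50_ and both KEGG sets that the paper analyses. In 1 of the 10 splits of the 6 arrays at 72 h, the real one, 119 genes passed and the highest count of the other splits was 0, but 10 splits are too few to give a share under 0.05. The effect of Antagomir-31 at 72 h differed by limma's interaction contrast from that at 36 h for Gzmg (1.43) and Lif (-0.82), and from that at 48 h for Egr1 (0.75), Gzmg (1.58), Lif (-0.78) and Ncf1 (-0.72). Gzmg had a mean intensity of 18.4 to 26.8 at 36 h and 48 h in both treatments and Egr1 one of 42.3 with Antagomir-31 and 30.4 with Antagomir-SCR at 72 h, and whether an effect could be read at such intensities was not tested. Without single arrays, from 0 genes (Antagomir-31 or Antagomir-SCR 72 h replicate 3, or Antagomir-SCR 36 h replicate 1) to 7 genes differed from 36 h, and from 0 genes (Antagomir-SCR 72 h replicate 3, or either Antagomir-31 replicate at 48 h) to 8 genes from 48 h. Among lists, the effects at 72 h and 48 h also differed for the G2 and M phases (median difference 0.085, higher in 18 of 23 genes, adjusted p = 0.0056, adjusted p = 0.61 with an estimated correlation) and for glycolysis and hypoxia (median -0.082, lower in 14 of 22 genes, adjusted p = 0.027, adjusted p = 0.54 with an estimated correlation).

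The 1st pattern is the positive NES of PT and PT_50_ at 72 h. For PT, brightness of the target genes as the source is argued against. Of 1000 random lists matched to PT on mean expression, 0% reached its NES, and their median NES was -0.96. Lists matched to PT_50_ were not tested. Differences between arrays of one treatment could account for PT_50_: Antagomir-SCR replicate 3 against the other 2 control arrays gave an NES 1.42 in size and negative (permutation p = 0.0077), larger in size than the 1.27 between treatments in that test, while the largest value for PT was 1.03 (Antagomir-31 replicate 3) against 1.32, which leaves PT open. In 2 of 10 splits the NES of PT was as large as the real 1.32 (highest other 1.34), in 3 of 10 that of PT_50_ (1.27, highest other 1.51), in 4 of 10 that of the actin set (1.19, highest other 1.67) and in 1 of 10 that of phosphatidylinositol signaling (1.49, highest other 1.45), and 10 splits are too few for a share under 0.05. Between arrays of one treatment, the NES also reached -1.57 for the actin set (Antagomir-31 replicate 3) and -1.51 for phosphatidylinositol signaling (Antagomir-SCR replicate 3). Both are larger in size than the 1.19 and 1.49 between treatments, so such differences could account for these sets too. An effect of miR-31 on its targets, which the design names, stays among the open explanations.

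The 2nd pattern is cholesterol synthesis, whose 21 genes all had a lower effect of Antagomir-31 at 72 h than at 36 h (median difference -0.28, 12 genes passing when adjusted over the list alone, adjusted p = 1.5e-14, adjusted p = 0.38 with an estimated correlation) and than at 48 h (median -0.20, adjusted p = 2.0e-11, adjusted p = 0.54 with an estimated correlation). One array does not decide it, since the largest camera p against 36 h without each array in turn was 1.1e-11, and neither does brightness, since 0.010% of random lists matched on mean expression had a median as low, the smallest share these lists can give (lowest other -0.11). Antagomir-31 cells that run ahead of or behind the control cells in time may account for it and cannot be told apart from a direct effect: the effects at 72 h and 36 h correlated across genes with the change of the control cells between the other times by r = -0.13 and 0.11, the smaller lying between the bounds set for either answer. The genes of this list move together (estimated correlation between genes 0.35), so preset-correlation p-values overstate the evidence. Fry, which compares these genes with no others, gave an adjusted p of 0.029 against 36 h and 0.085 against 48 h.

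The 3rd pattern is the rise of Gzmc (0.54), Gzmd (0.69), Gzme (0.80), Gzmf (0.47) and Gzmg (1.38) at 72 h, which the paper does not report. CD8 T or NK cells in the Antagomir-31 cultures cannot be told apart as a source, although the cells were enriched for CD4 and CD62L by magnetic sorting: Cd8a, Klrd1, Klrk1, Eomes and Prf1 had a median log2 fold change of 0.019 (-0.15 to 0.10, 3 of 5 higher) against a median of 0.69 for these granzymes, but Cd8a (intensity 37.8 with Antagomir-31 and 37.3 with Antagomir-SCR) and Eomes were dim and Klrd1 and Klrk1 already abundant in the control cells, which leaves 1 marker to show a small share of such cells. Eomes is also on the list of co-inhibitory receptors. One transcript read by the probe sets of all 5 genes may account for part of it and cannot be told apart, since the deviations from the group means had a mean pairwise r of 0.49 (-0.024 to 0.87), between the bounds set for either answer. An effect of miR-31 inhibition on these genes remains a hypothesis.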

How the results depend on the processing

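Every alternative was set before the data were examined except 1, the brightest genes taken over the arrays of each time point alone, which was chosen after seeing the data; it gave NES of 0.92, 1.25 and 1.33 for PT and 0.95, 1.07 and 1.26 for PT_50_ at 36, 48 and 72 h, 1.04 for the actin set and 1.50 for phosphatidylinositol signaling, and changed no call. Over all alternatives, 172 values of summary results kept their direction and side of the threshold, 74 moved, 25 lost and 13 gained a call and 8 reversed, and for named genes 821 kept theirs, 281 lost and 4 gained a call and 13 reversed. The cause was not tested for any of the changed values below. The arrays' signal over background limits the low end, since the dimmest genes were left out, and with no filter on low values 16 genes passed at 72 h and 1 on the average, 0 effects at 72 h differed from 36 h and 2 from 48 h, the NES of phosphatidylinositol signaling was 1.357 (permutation p = 0.084) and 68% of random PT subsets reached PT_50_. With a mean log2 of at least 6, 286 genes passed at 72 h and 15 on the average, 21 effects differed from 36 h and 16 from 48 h, the NES of PT at 48 h was 1.213 and 44.9% of subsets reached PT_50_. With the probe set of the highest mean for each gene, 2 genes passed on the average, PT_50_ passed at 72 h (1.393) and 27% of subsets reached it. Quantile normalization gave PT_50_ an NES of 1.518 at 72 h, which passed, and 20.2% of subsets. Median centring left 2 genes on the average and ended the calls of PT (1.136) and phosphatidylinositol signaling (1.436) at 72 h. A trend in the prior variance gave 1 gene at 36 h, 426 at 72 h and 39 on the average, and 46 and 27 differing effects against 36 h and 48 h. With only the arrays of the groups compared, 27 genes and 1 list passed at 72 h and 1 effect differed from 36 h. Camera with an estimated correlation shifted 0 lists at 72 h, as did fry (0). Without probe sets open to cross-hybridization the NES was 1.073 for PT at 48 h, 1.193 for PT, -1.033 for the actin set and 1.313 for phosphatidylinositol signaling at 72 h, all past no threshold. The unweighted running score called PT_50_ at 48 h (1.811) and 72 h (1.865) and not phosphatidylinositol signaling (1.297). Ranking by moderated t called PT_50_ (1.326) and the actin set (1.419) and not phosphatidylinositol signaling (1.25), with 25.6% of subsets at or above PT_50_. In place of GSEA, camera with a preset correlation, with an estimated one and fry gave PT p = 0.36, 0.5016 and 0.9401 at 48 h and p = 0.1775, 0.3302 and 0.7037 at 72 h, and phosphatidylinositol signaling p = 0.07346, 0.135 and 0.09292 at 72 h, where permutations are of genes and these tests allow for correlation between them. Taken alone, single probe sets gave the opposite sign for Lpp (-0.07909), Ablim1 (-0.03751), Lats2 (0.2224), Ppp2r2a (-0.007038), Rhoa (0.103), Cdc42 (-0.2708), Ddx6 (0.4788) and Itga4 (0.4389), and by the log2 ratio of the means also for Kremen1 (-0.1674), Itgb5 (-0.1307), Ncoa2 (-0.04668), Inpp4b (-0.003606) and Tmod2 (0.1845). The probe sets that gave these values for Ablim1, Lats2 and Rhoa had a mean log2 intensity of 3.7, 3.0 and 3.3. The negative probe sets of Lats2 had 3.8 to 5.8. Whether a change could be read at such intensities was not tested. Of the genes called at 72 h and named in the text, Sbk1 and Inhba had the sign of the 72 h change on 1 of 2 probe sets and Ehd1 on 2 of 4.

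With each array left out in turn (where 1 array of a group is left, it is assumed to vary like the other groups), the number of changed genes ranged from 0 to 1 at 36 h (1 without Antagomir-31 replicate 2), was 0 to 0 at 48 h, and ranged from 11 to 101 at 72 h, where it was 11, 13 and 101 without Antagomir-31 replicates 2, 3 and 4 and 40, 12 and 68 without Antagomir-SCR replicates 2, 3 and 4. On the average it ranged from 1 to 7: 1 without Antagomir-31 72 h replicate 2 or 3, either Antagomir-31 array at 36 h, Antagomir-SCR 36 h replicate 1 or Antagomir-SCR 48 h replicate 2, 2 without Antagomir-SCR 36 h replicate 2 or either Antagomir-31 array at 48 h, 3 without Antagomir-SCR 72 h replicate 3, 4 without Antagomir-SCR 48 h replicate 1 and 5 without Antagomir-SCR 72 h replicate 2 or 4. Effects differing from 36 h ranged from 0 to 7 and from 48 h from 0 to 8. Against 36 h, the count was 1 without either treatment's replicate 2 at 72 h, 0 without either replicate 3, 6 and 4 without Antagomir-31 and Antagomir-SCR replicate 4, 4 without Antagomir-31 36 h replicate 1, and 0 and 7 without Antagomir-SCR 36 h replicates 1 and 2. Against 48 h it was 1 and 2 without Antagomir-31 and Antagomir-SCR 72 h replicate 2, 0 and 8 without Antagomir-SCR 72 h replicates 3 and 4, 0 without either Antagomir-31 array at 48 h and 1 without Antagomir-SCR 48 h replicate 1. Lists shifted at 72 h ranged from 1 to 2, with 1 without Antagomir-31 replicate 2 or Antagomir-SCR replicate 2 or 4. Genes differing in Antagomir-SCR between 72 h and 36 h ranged from 7865 to 8306, and PT_50_ genes with a positive score from 85 to 91. The NES of PT ranged from -1.218 (without Antagomir-31 replicate 1) to 1.267 (without Antagomir-31 replicate 2) at 36 h, from -1.048 (without Antagomir-31 replicate 1) to 1.59 (without Antagomir-31 replicate 2) at 48 h, where it was 0.8773 without Antagomir-SCR replicate 1, and from 1.106 (without Antagomir-SCR replicate 3) to 1.351 at 72 h, where it was 1.196 without Antagomir-31 replicate 3. That of PT_50_ ranged from -1.055 to 1.376 at 36 h and from -0.9814 to 1.454 at 48 h, each time without Antagomir-31 replicates 1 and 2 (-0.7411 without Antagomir-SCR replicate 1 at 48 h), and from 0.9774 (without Antagomir-SCR replicate 3) to 1.406 (without Antagomir-31 replicate 2) at 72 h, where it also passed without Antagomir-SCR replicate 2 (1.356). That of the actin set ranged from -0.959 (without Antagomir-SCR replicate 3) to 1.323, and that of phosphatidylinositol signaling from 1.166 (without Antagomir-SCR replicate 3) to 1.572, with 1.449 and 1.399 without replicate 4 of Antagomir-31 and of Antagomir-SCR. The share of random PT subsets at or above PT_50_ ranged from 21% without Antagomir-31 replicate 2 to 72.9% without Antagomir-SCR replicate 3. Lats2 ranged from -0.08981 to 0.04651, reversed without Antagomir-SCR replicate 3 (0.04651) or Antagomir-31 replicate 2 (0.005571), Rhoa from -0.0352 to 0.01278 (without Antagomir-SCR replicate 3), Lpp from -0.01677 (without Antagomir-31 replicate 4) to 0.08862 and Cd28 from -0.001696 (without Antagomir-SCR replicate 4) to 0.0682.

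The sources do not say that the replicate numbers pair the arrays, and the check did not show pairing at all 3 times. Deviations from the group means correlated between arrays of the same number by 0.065 at 36 h, -0.17 at 48 h and 0.019, -0.067 and 0.058 at 72 h, where replicate 4 but not 2 or 3 had its own number as the best partner. At 36 h both numbers had their own as the best partner and the first principal component (36.7% of the variance) separated the numbers, and at 48 h neither was the case. With a replicate block, 24 genes passed at 72 h, 0 on the average, and 1 effect at 72 h differed from 36 h and 1 from 48 h; ranked by moderated t with the replicate block, the NES was 1.251 for PT_50_ and 1.258 for phosphatidylinositol signaling, and 30% of subsets reached PT_50_.

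Counts of miR-31 seed matches in 3' untranslated regions, with their alternatives (regions matched on length, types of site), were not run, since a mouse genome was not used here.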

Differences from the paper's values

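All alternatives named here were set before the data were examined. For the NES of PT and PT_50_, the set sizes and the count of positive PT_50_ genes, the values differ from the paper's by less than 1.5 times. For PT at 72 h, the paper's nominal p is 0.017 and the permutation p here 0.01041. Within 1.5 times of the paper's value were no filter on low values (0.02083) and leaving out Antagomir-SCR replicate 2 (0.01293) or 4 (0.01953), and the other 15 alternatives were not. For PT_50_ at 72 h, the paper's p is 0.033 and the permutation p here 0.05154. Ranking by moderated t with the replicate block (0.04803) came within 1.5 times and the other 17 alternatives did not, though 6 of them also gave a p under 0.05: the probe set with the highest mean (0.01421), quantile normalization (0.003854), the unweighted running score (0.01138), ranking by moderated t (0.02044), and leaving out Antagomir-31 replicate 2 (0.009737) or Antagomir-SCR replicate 2 (0.01896). For phosphatidylinositol signaling, the paper's p is 0.01 and the permutation p here 0.0401, and for the actin cytoskeleton the paper's is 0.03 and the permutation p here 0.1508. None of the 18 alternatives came within 1.5 times of either, and for the actin set ranking by moderated t (0.01886) was the 1 alternative that passed. At 48 h, Fig. 2D gives about 0.059 for PT, read by eye, against a permutation p of 0.01897 here, with a mean log2 of at least 6 (0.08084) and ranking by moderated t (0.04499) within 1.5 times and the other 14 alternatives not. It gives about 0.13 for PT_50_ at 48 h, read by eye, against a permutation p of 0.2923 here, with none of 16 alternatives within 1.5 times, while the unweighted running score (0.01529) and leaving out Antagomir-31 replicate 2 (0.005039) or Antagomir-SCR replicate 2 (0.02579) gave a p under 0.05.

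In the paper's supplementary tables, the log2 ratio of the means at 72 h is 0.4521 for Ddx6, 0.4148 for Itga4, 0.2058 for Lats2 and 0.1845 for Tmod2. The values here are -0.06228, -0.08673, -0.01936 and -0.06305, and Tmod2 is not in the ranked list here. A log2 ratio counts as near the paper's with the same sign and a difference of at most 1 standard error of the value here. Of 11 alternatives, which take the lowest and the highest but no other probe set of a gene, only the highest probe set by itself met this: it equals the paper's value for Ddx6 (0.4521), Itga4 (0.4148) and Tmod2 (0.1845), and for Lats2 it is near but not equal (0.22, standard error 0.0856), with no probe set of Lats2 equal to the paper's value. The highest probe set of Lats2 had a mean log2 intensity of 3.0 and the one that gave -0.01936 had 5.8. Whether a change could be read at these intensities was not tested. For Rhoa the paper's is 0.03076 and the value here -0.01249, and another of its 3 probe sets by itself, neither the lowest nor the highest, gave 0.03076. Of the 11 alternatives, leaving out Antagomir-SCR replicate 3 met the criterion above (0.013, standard error 0.0465), though the paper's value is over 1.5 times as large, and the other 10 did not. Of 292 scores in these tables, 266 were within 0.0005 of those here and 26 were not, of which 18 equal another probe set of the gene, and 14 had the opposite sign.

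The paper states that PT_50_ was more enriched than random subsets of PT at 72 h, and here 49.1% of such subsets were at or above it (20.2% with quantile normalization to 72.9% without Antagomir-SCR replicate 3 over the alternatives). It states that enrichment was found only at 72 h, and here PT had a permutation p of 0.019 at 48 h, which was 0.057 when adjusted over 6 tests, as was that at 72 h. For PT at 48 h, camera gave p = 0.36 with a preset and 0.5016 with an estimated correlation and fry 0.9401, and the NES was -1.048 without Antagomir-31 replicate 1 and 0.8773 without Antagomir-SCR replicate 1. The text and Fig. 2D give the p-values of PT and PT_50_ at 72 h the other way round, and those of the text were used above. With those of the figure, both values here would still differ by over 1.5 times, but the alternatives within 1.5 times would be others: for PT a mean log2 of at least 6 (0.04608), ranking by moderated t with the replicate block (0.03056) and leaving out Antagomir-31 replicate 4 (0.04564), and for PT_50_ the probe set with the highest mean (0.01421), the unweighted running score (0.01138), ranking by moderated t (0.02044) and leaving out Antagomir-SCR replicate 2 (0.01896).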

Other observations

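The permutation of arrays within time points was planned before the results were seen, and no test in this part was chosen after them. Averaged over 36, 48 and 72 h, 8 genes passed in limma, 6 higher and 2 lower with Antagomir-31. Of 100 splits of the arrays within the time points, 8 genes passed in 1, the real one. The highest count of the other splits was 2, which argues against a random split of these arrays as the source of the 8 genes. The arrays of a group may be technical replicates, so the splits do not cover differences between cultures. The count itself depends on the processing: over the alternatives it ranged from 0 to 39, and it was 1 with no filter on low values, 2 with median centring or the probe set of the highest mean, 15 with a mean log2 of at least 6 and 39 with a trend in the prior variance. It was 1 without Antagomir-31 72 h replicate 2 or 3, either Antagomir-31 array at 36 h, Antagomir-SCR 36 h replicate 1 or Antagomir-SCR 48 h replicate 2, and 2 to 5 without each other array but Antagomir-31 72 h replicate 4 (7). Atf5, a transcription factor of the stress response, had a log2 fold change of 0.25 (adjusted p = 0.0027, held in 20 of 21 alternatives) and Cd81, a tetraspanin of the T cell surface, -0.23 (adjusted p = 0.021, 12 of 21). Ndrg1 (0.35), Tsc22d3 (0.25), Tent5a (0.23), Rgs16 (0.19), Inhba (0.17) and Crtam (-0.27) had an adjusted p of 0.049 and held in 5 or fewer of 21. At 72 h alone Cd81 had -0.37 (adjusted p = 0.0032).

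At 36 h, where no gene passed in limma and 580 had an unadjusted p under 0.05, the smallest p-values among higher genes were those of Atf5 (0.31), Atf3 (0.31), Pex26 (0.41) and Ramp3 (0.42), each with an adjusted p of 0.14, and Tsc22d3 (0.38), and among lower genes those of Gm31718 (-0.38), Enc1 (-0.23), Ccr2 (-0.36), Hid1 (-0.23) and Ripor2 (-0.38), each with an adjusted p of 0.23. Of 28 lists, 6 shifted by camera at this time. Cholesterol synthesis was higher in 21 of 21 genes (median 0.12, adjusted p = 6.5e-10), with Fdps at 0.25, and glycolysis and hypoxia in 21 of 22 (adjusted p = 0.0030). The G2 and M phases were lower in 21 of 23 genes (adjusted p = 5.9e-05) and the S phase in 22 of 23 (adjusted p = 2.3e-04), with Gins1 at -0.22. The list of co-inhibitory receptors, which also holds transcription factor genes, was higher in 6 of 8 genes, with Ctla4 at 0.27. Of these genes, 3 were higher when adjusted over the list alone. Cytokines were lower in 10 of 14, 2 when adjusted over the list alone, with Il21 and Tnf at -0.36 (adjusted p = 0.013 for both lists). With an estimated correlation the adjusted p was 0.20 for each of these 6 lists, and none shifted by fry.

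At 48 h, where 643 genes had an unadjusted p under 0.05 and none passed in limma, Zfp709 had the smallest p (0.53, adjusted p = 0.14), and Klf10 and Ccr7 had 0.39, Tgfbr1 0.34 and Atf5 0.23, with Scnn1a (-0.34), Eda (-0.26), Nkx2-4 (-0.38), Psd (-0.26) and Soga1 (-0.28) the lower genes with the smallest p. By camera 7 lists shifted. The G2 and M phases were lower in 23 of 23 genes (median -0.12, adjusted p = 3.4e-09, adjusted p = 0.21 with an estimated correlation), 2 when adjusted over the list alone, with Cenpe at -0.27, and were the 1 list that also shifted by fry (adjusted p = 0.045). The S phase was lower in 20 of 23 genes (adjusted p = 0.0043). Higher were cholesterol synthesis in 18 of 21 genes (adjusted p = 5.3e-04), FOXO1-dependent genes in 8 of 9 (adjusted p = 9.4e-04, with S1pr1 at 0.27), glycolysis and hypoxia in 18 of 22 (adjusted p = 0.0030, with Bnip3 at 0.24), and apoptosis and p53 in 13 of 17 and the qRT-PCR candidates in 8 of 9 (adjusted p = 0.0097 for both). None of the 7 had an adjusted p under 0.05 with an estimated correlation. On the average over the times, 8 lists shifted by camera, 5 of them also by fry and 0 with an estimated correlation, among them macrophage and monocyte markers, higher in 6 of 7 genes (adjusted p = 0.031, adjusted p = 0.15 with an estimated correlation).

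The paper measured 9 candidate genes by qRT-PCR. It took them from a network built on the PT_50_ genes with a positive score on these arrays at 72 h. The direction of the 9 candidates at 72 h is therefore not independent evidence. On the arrays at 72 h none of them passed, and 8 of the 9 candidates were higher with Antagomir-31 (camera, adjusted p = 0.028, adjusted p = 0.55 with an estimated correlation): Ablim1, Ywhae (0.16), Stk40 (0.14), Ppp3ca (0.11), Eif4ebp2 (0.050), Cd28 (0.041), Lpp (0.039) and Ppp2r2a (0.030), with Lats2 lower. Rac1, which the paper reports as higher by qRT-PCR, had -0.16 on the arrays (adjusted p = 0.18, negative on 3 of 3 probe sets and in 14 of 14 alternatives), Rhoa, which it also reports as higher, -0.012 (adjusted p = 0.91, positive on 2 of 3 probe sets), and Cdc42 0.091 (adjusted p = 0.27, positive on 2 of 4 probe sets). These counts include a Rac1 probe set (-0.17) and a positive Rhoa probe set (0.10) with a mean log2 intensity of 2.8 and 3.3. All probe sets of Lats2 had 5.8 or less. Whether a change could be read there was not tested. In 2 of 10 splits of the arrays at 72 h as many lists shifted as in the real one (2, highest other 2), and 10 splits are too few for a share under 0.05.

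The other lists did not shift at 72 h. Camera's adjusted p was 0.22 for heat shock and the unfolded protein response, 0.38 for Treg markers (2 genes lower) and 0.39 for macrophage and monocyte markers. It was 0.53 for TCR-induced activation genes (Egr1 higher, Tnfrsf4 lower), the list of co-inhibitory receptors and CD8 T and NK cell markers. In the list of co-inhibitory receptors 2 genes were higher and 1 lower, with the transcription factor gene Prdm1 at 0.30 and Ctla4 at -0.29. Camera's adjusted p was 0.54 for interferon-stimulated genes, glycolysis and hypoxia, oxidative phosphorylation (1 lower) and B cell markers. It was 0.56 for the Th1 effector programme, the G2 and M phases and ribosomal proteins. It was 0.61 for chemokine and homing receptors, apoptosis and p53 and the genes that the study added to its network. It was 0.63 for the S phase (1 higher) and dendritic cell markers. It was 0.72 for TCR signalling (Malt1 higher, 0.34), 0.74 for the miRNA machinery, 0.95 for cytokines and for the other genes the study names, and 0.997 for FOXO1-dependent genes (Bach2 lower). The study added genes of TCR and GPCR signaling to its network. Of the 10 added genes in the ranked list, 3 were higher and none passed, with Gnai3 at 0.063, Gnai2 at 0.039, Cd3e at 0.034, Lcp2 at -0.0048, Nck2 at -0.030, Zap70 at -0.039, Nck1 at -0.061, Cxcr3 at -0.079, Cd3g at -0.082 and Cd3d at -0.087. Of the other genes the study names, none passed either: Foxo3 had 0.21, Twist1 0.13, Foxo1 and Bcl2l11 0.12, Il7r 0.049, Pdcd1 0.0099, Ifng -0.034, Cd69 -0.072, Tbx21 -0.086, Stat4 -0.10, S1pr1 -0.18 and Ccr7 -0.19.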
